# Androgens alleviate the depression-like phenotype in female mice by inhibiting AVPR1a in the hippocampal brain region

**DOI:** 10.1186/s10020-025-01272-9

**Published:** 2025-05-29

**Authors:** Shimin Ren, Xian Wang, Xueying Huang, Liyang Chen, Bing Zhang, Yang Li, Xin Huang

**Keywords:** Androgen receptors, AVPR1a, Female, Depression, DHEA, Hippocampus

## Abstract

**Background:**

The prevalence of depression in women is approximately twice that in men. Differences in androgens levels between men and women, due to gonadal differences, may be associated with the development of depression, although the underlying mechanisms are not well understood.

**Methods:**

We evaluated the depressive phenotypes of female mice following low-dose androgen treatment using a variety of behavioral and in vivo electrophysiological experiments. The mRNA profile of hippocampal tissues from female mice treated with dehydroepiandrosterone (DHEA) was constructed through RNA sequencing (RNA-seq). GO and KEGG pathway analyses were performed on the differentially expressed genes. The expression changes of candidate differential genes were verified in hippocampal tissues by quantitative real-time PCR and western blotting. Moreover, the mechanism of action of the DHEA-regulated differential gene (*Avpr1a*), which is involved in the neuroactive ligand-receptor interaction pathway, was determined in vitro.

**Results:**

Chronic DHEA treatment resulted in a distinct antidepressant phenotype and significantly enhanced neuronal excitability of the ventral hippocampal region of female mice. RNA-seq identified the crucial differentially expressed gene, *Avpr1a*. In vitro experiments showed that DHEA reduced levels of the AVP system. Additionally, ChIP-PCR experiments revealed that *Avpr1a* directly targets androgen receptor (AR). Cell function experiments demonstrated that DHEA can inhibit AVPR1a expression through AR in a dose-dependent manner, and this effect can be reversed by the androgen receptor antagonist (Flutamide).

**Conclusion:**

Androgens (DHEA) exert antidepressant effects by inhibiting the binding of *Avpr1a* to AR. The *Avpr1a* gene may serve as a new target for the treatment of depression in women.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-025-01272-9.

## Introduction

Depression is a severe, multifactorial, and heterogeneous mental disorder (Ji et al. 2015). It is clinically characterized by a persistent depressed mood, slow thinking, cognitive impairment, and lack of initiative (Peng et al. 2020). According to the World Health Organization (WHO), major depressive disorder (MDD) will be a significant contributor to the global burden of disability and illness by 2030 (Yu et al. 2022; Zhang et al. 2020). Data from epidemiological studies suggest that the prevalence of MDD in women is nearly twice as high as in men, and this proportion continues to increase in older age groups (Kessler et al. 1993; Weissman et al. 1996). Biological processes such as genetic factors, hormonal fluctuations, and sensitivity to hormone levels have been reported to be closely linked to women’s susceptibility to depression (Noble 2005). The increased incidence of MDD in women is associated with hormonal changes, primarily during puberty, pre-menstruation, post-pregnancy, and perimenopause (Albert 2015; Halbreich et al. 2000). In fact, before puberty, depression is rare and occurs at similar rates in girls and boys. With the onset of puberty, women are at increased risk of depression (Breslau et al. 2017).

Androgens, as a primary male sex hormone, regulate mood-associated behaviors in both men and women through different mechanisms (Zuloaga et al. 2020). Clinical research has demonstrated that androgen deprivation therapy in patients with prostate cancer significantly increases the risk of depression, suggesting that androgen deficiency may be an essential factor in the development of depression (Kim et al. 2018). The incidence of depression increases significantly with the decline in androgens and possibly other sex hormones during the perimenopausal or postmenopausal period (Lei et al. 2021). Androgens are hormones closely related to maintaining emotional and psychological functions in women, just as in men (Sherwin 1994). Previous studies have found that low doses of testosterone significantly improve depression scores in women with treatment-resistant MDD (Miller et al. 2009) and that mood disorders and depression after ovariectomy can be reversed with testosterone (Shifren et al. 2000). Fluctuations in androgen levels have a significant effect on depression in women. Notably, androgen levels in women are significantly lower than in men, a difference that may be closely related to sex differences in depression (Weissman, et al. 1996). One of the androgens, DHEA, has been reported to be lower in depressed women (Girdler et al. 2012; Morgan et al. 2010). A high cortisol/DHEA ratio may predict major depression in adolescents at risk for major depression (Goodyer et al. 2003). Furthermore, certain clinical trials have found that DHEA supplementation may have antidepressant potential (Wolkowitz et al. 1999).

The hippocampus, especially in women, is associated with the ability to regulate emotions (Kong et al. 2014). Increased excitability in this brain region has been reported to be essential for mediating the development of depression (Williams et al. 2022; Zhuang et al. 2024). As a neurosteroid, DHEA has a strong biological effect even at very low concentrations and has been shown to have dramatic effects on the growth of cortical neurites and synapse formation in hippocampal neurons (MacLusky et al. 2004; Mellon 2007). Androgens, including DHEA, play a role in the hippocampus by enhancing synaptic plasticity and various synaptic transmission functions, thereby affecting neuronal function and neuroplasticity (Benice et al. 2009; Li et al. 2015; Mukai et al. 2006). DHEA exerts neurobiological effects in hippocampal brain regions primarily through various genomic and non-genomic mechanisms by binding directly to androgen receptors (AR) (Clark et al. 2023). AR is expressed at high levels in several brain regions critical for mood regulation, including the hippocampus, and levels of AR in the brain are regulated by androgens (McPhaul et al. 2001; Simerly et al. 1990). In addition, it has also been reported that DHEA not only affects the levels of monoamine neurotransmitters (dopamine, norepinephrine, serotonin, etc.) but also play a role in balancing the function of arginine vasopressin (AVP) and oxytocin (OT) systems, thereby regulating mood and stress (Sheng et al. 2021). Stress-induced imbalances in the OT/AVP system have been shown to increase the risk of various mental disorders, including depression, schizophrenia, and autism (Abramova et al. 2020). In the ventral hippocampus, AVP is a crucial factor influencing mood and cognition (Neumann et al. 2012). The regulatory effect of AVP on the hypothalamic-pituitary-adrenal (HPA) axis suggests that AVP receptor (AVPR) modulators could be used to treat various central nervous system disorders, including depression, anxiety, and post-traumatic stress disorder (Ryckmans 2010). Based on the hypothesis that hormones interfere with the regulation of endocrine, immune, and neurotransmitter systems, it can be speculated that the prevalence of atypical depression in women is also related to the role of these neurotransmitter (Angst et al. 2002; Anthony et al. 2016; Silverstein 2002). However, it is unclear whether the mechanism by which DHEA regulates depression involves these related transmitters and receptors.

In this study, we clarified the antidepressant-like effects of DHEA in female mice and explored the role of neurotransmitters and receptors, particularly the AVPR1a receptor, in the hippocampal tissue mediated by DHEA in the mechanism of antidepressant action, providing potential targets for the treatment of depression in women.

## Materials and methods

### Animal housing and drug administration

Because our study focused solely on the impact of androgens on the depressive-like phenotype of female mice, we selected only female mice as experimental subjects. The female C57BL/6 J mice were housed in temperature-controlled rooms with standard 12-hour light/dark cycles, with 5–6 mice per cage, and had access to food and water under specific pathogen-free (SPF) conditions. To minimize age-related variations, we used only 6–8-week-old female mice for this study. The female mice were randomly divided into two groups and received treatment with DHEA (30 mg/kg/day, MCE, #HY-14650) or sesame oil (Beyotime, #ST2627) via abdominal subcutaneous injection. All mice received continuous injections for 21 days (Fig. 1A). In order to exclude the effect of different stages in the estrous cycle on the depressive phenotype of female mice, behavioral measurements were performed during the metestrus or diestrus stages. DHEA-treated mice and control mice (15–16 per group) were all subjected to behavioral tests. After the behavioral studies were completed, 4–5 mice from each group were selected for electrophysiological testing, and the remaining mice were dissected, with hippocampal tissue retained for subsequent experiments, including RNA-seq, qRT-PCR, western blot and ELISA. All animal studies and experimental procedures were approved by the Animal Care Committees of the Shanghai Institute of Materia Medica, Chinese Academy of Sciences (IACUC number: 2024-04-LY-29).

**Fig. 1:**
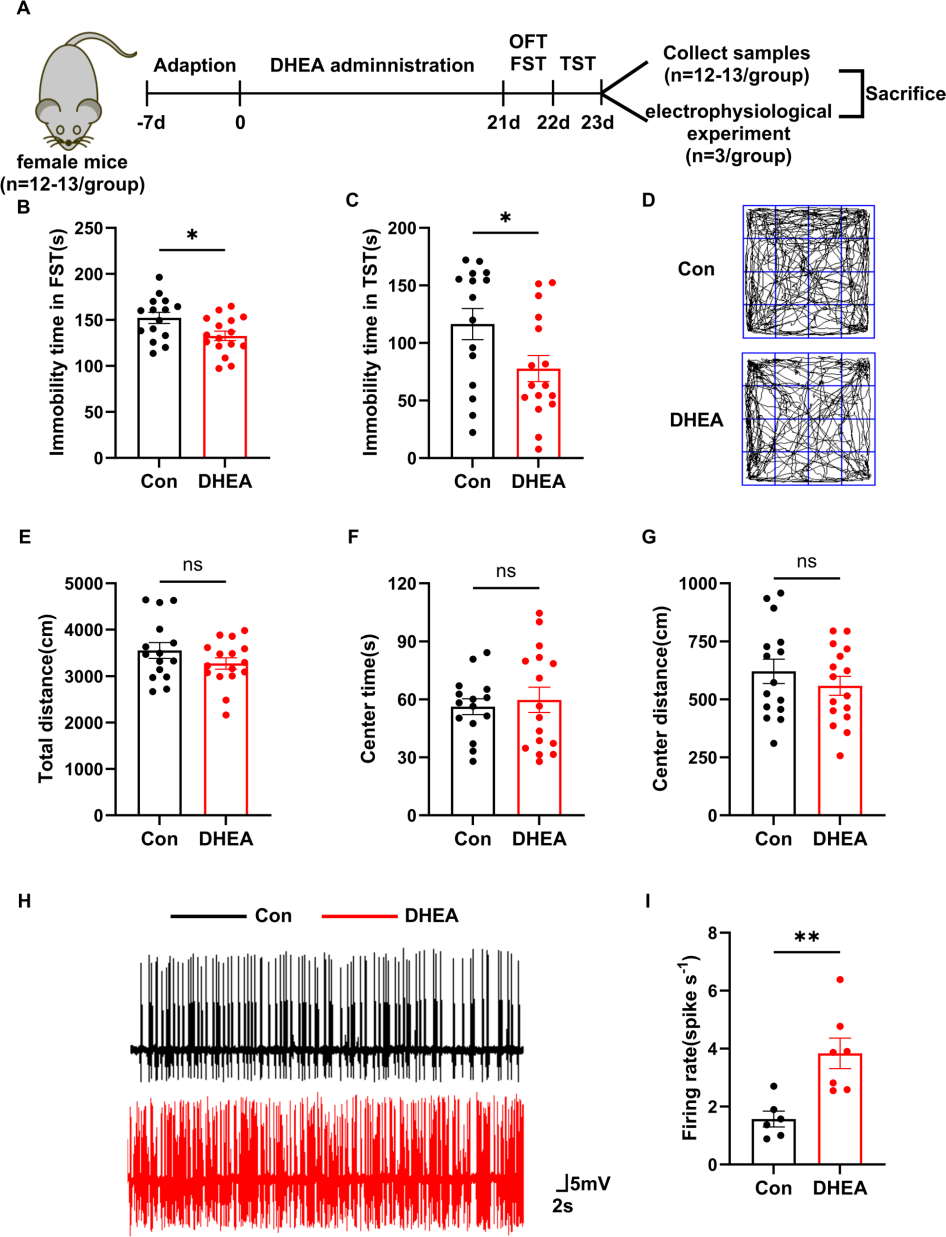
DHEA induces antidepressant-like behaviors in female mice.** A** Experimental design for behavioral tests. **B** In the forced swim test (FST), the immobility time of female mice (15–16 mice per group) after chronic DHEA treatment was significantly lower than that of the control group (15–16 mice per group). **C** In the forced swim test (TST), the immobility time of female mice (15–16 mice per group) after chronic DHEA treatment was significantly lower than that of the control group (15–16 mice per group). **D** Representative locomotion tracks of control and chronic DHEA-treated female mice in the open field test (OFT). **E-G** In OFT, there were no significant differences in total distance (**E**), center time (**F**), and center distance (**G**) between chronic DHEA-treated female mice (15–16 mice per group) and the control group (15–16 mice per group). **H** Representative images of spontaneous firing activities of hippocampal neurons in DHEA-treated and control mice. **I** Firing frequencies of hippocampal neurons in DHEA-treated and control mice. The DHEA group tested 7 neuronal cells from 3 mice, while the control group tested 6 neuronal cells from 3 mice. The data are shown as the mean ± SEM. An unpaired Student’s t-test was used for statistical analysis. * indicates *p* < 0.05, ** indicates *p* < 0.01, ns indicates no significant difference

### Cell culture and androgen treatment

HT22 (#CL-0697) is purchased from Procell Life Science & Technology Company (Wuhan, Hubei, China). This immortalized mouse hippocampal cell line has been widely used in the study of various neurodegenerative diseases (Guan et al. 2022; Zhang et al. 2024). The cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum and 0.2% penicillin/streptomycin solution in a humidified atmosphere containing 5% CO_2_ at 37 °C (Guan et al. 2022). To determine whether DHEA regulates the expression of AVPR1a protein through AR receptors, the HT22 cells were then exposed to DMSO or DHEA at concentrations of 10 µM or 20 µM for 24–48 h, respectively, along with the androgen receptor antagonist flutamide (10 µM) (Cardounel et al. 1999; Guan et al. 2022; Zhang et al. 2024). In cell function experiments, the cells were pre-treated with flutamide for 1 h before being treated with DMSO or DHEA (Zhang et al. 2024). DHEA and flutamide were dissolved in DMSO, and the control group was treated with an equivalent volume of DMSO.

### Behavior tests

To investigate whether androgen affects the depressant-like phenotypes, the female mice were injected with DHEA (30 mg/kg, sc) for 21 days, followed by behavioral assessments in the following two days. All behavioral tests began at 10:00 am and ended by 6:00 pm. Each group consisted of eight or more female mice, with their littermates serving as controls. Mice were randomly selected for all behavioral tests before grouping. The three standard and classical behavioral experiments conducted in this study were the forced swimming test (FST), the tail suspension test (TST), and the open field test (OFT) (Du et al. 2014; Wang et al. 2015). FST and TST were used to assess depression-like behavior, while OFT was used to evaluate anxiety-related behavior and motor ability in female mice. Before conducting the behavioral tests, mice should undergo acclimatization to the environment to reduce anxiety (Petit-Demouliere et al. 2005). Behavioral testing (OFT and FST) was performed within 24 h, and the TST test was conducted within 48 h after the final dose (Li et al. 2022; Zhang et al. 2022). After the behavioral studies were completed, the hippocampal tissue from each female mouse was collected and divided into left and right portions—half for RNA-seq and half for western blot and ELISA experiments.

### FST

FST was conducted under normal lighting conditions (Castagné et al. 2011). Briefly, mice were individually placed in a transparent cylinder filled with water after three days of acclimatization. The cylinders were sized (35 cm in height ×10 cm in diameter) to prevent the mice from touching the bottom with their limbs. The water temperature was maintained within the range of 22.5–23.5 °C. In order to reduce stress responses during the experiment and help the mice adapt to the experimental environment, mice were allowed to pre-swim for at least 10 min one day before the formal experiment (Petit-Demouliere et al. 2005). During main experiments, mice were allowed to swim for 6 min, and their activities were videotaped throughout. The duration of immobility during the last 4 min was defined as floating or remaining motionless.

### TST

The mice were suspended using medical tape, and their tails were secured to the TST apparatus (Castagné et al. 2011). The experiment lasted 6 min and was videotaped throughout. The duration of immobility during the last 4 min was recorded.

In both the FST and TST experiments, the immobility time refers to the duration during which the mouse stops struggling in water or air. This static state reflects the animal’s “behavioral helplessness”, in which the animal exhibits a sense of helplessness after realizing it cannot escape its current predicament. This is similar to the feelings of helplessness and helplessness seen in human depressive symptoms. Immobility time is an important indicator for assessing depressive-like behavior in animals. In general, the longer the period of inactivity, the more severe the animal’s depressive-like behavior.

### OFT

OFT is a standard method for profiling locomotor activity (Carola et al. 2002). After three days of acclimatization, the mice were placed in the center of a square box (size: 35 × 35 × 45 cm) made of white acrylic plastic. The mice were allowed to explore the box for 10 min and were freely monitored during this period. The movement trail and the total distance traveled during the test were measured using specialized software. The total distance reflects the mouse’s exercise capacity. Center time and center distance are measures of the time and distance that a mouse spends in the center of the open space during the test period. Rodents often exhibit wall-following behavior, i.e., moving along the walls to reduce potential risk. These indicators assess the anxiety level of the mice. The shorter the time the mice spend in the central area, the higher the anxiety level.

### In vivo electrophysiology

To further assess whether DHEA affects the vHPC, we conducted in vivo extracellular electrophysiological recordings on female mice following chronic DHEA treatment to evaluate excitability within the CA1 region of the vHPC. The adult female C57BL/6 mice were administered DHEA and vehicle (sesame oil) for 21 days. In vivo electrophysiological recordings were performed on day 22. Prior to surgery, all mice were anesthetized with pentobarbital sodium (45 mg/kg, i.g.). The mice were then placed in a stereotactic device (Narishige, Tokyo, Japan) for single-unit extracellular experimental recording (Guo et al. 2014). After the mice were stabilized under anesthesia, the skull and dura covering the CA1 region of the ventral hippocampus were removed. The electrodes were pulled from borosilicate glass with an outer diameter (o.d.) of 1.5 mm using a micropipette puller (Sutter, model P-97). Electrodes with a resistance range of 6 to 8 MΩ were filled with 0.9% NaCl and 6% Coomassie brilliant blue (Beyotime, #P0017) solution and then inserted into the CA1 region of the ventral hippocampus (AP: −2.92 mm; ML: ± 3.04 mm; DV: − 2.8 mm) using a manual microdrive. The neuronal discharge was amplified, bandpass filtered with a preamplifier (Axon Clamp,900 A), analyzed with an oscilloscope (Nicolet, Model 2090-I, USA), and stored in a computer equipped with a Clampfit 10.2 (Axon, USA) analysis system for offline analysis. The unit detection range was set to 80 Hz to 10 kHz. To obtain stable neuronal firing in the ventral hippocampal CA1 region, body temperature was maintained at 37 ± 0.5 °C using a thermostatically controlled heating pad (ATC1000; WPI). Three mice per group, with the firing frequency of 2–3 neurons from the hippocampal tissue of each mouse measured separately. And, the recorded neurons were histologically confirmed to be located in the CA1 region of the ventral hippocampus (Fig. S1 ).

### RNA sequencing and differentially expressed gene analysis

RNA-seq was used to screen for genetic changes in hippocampal brain regions after DHEA treatment. Total RNA was extracted from the ventral hippocampal tissue of female mice in the DHEA-treated group (test group, *n* = 4) and the sesame oil injection group (control group, *n* = 4) using TRIzol reagent (Invitrogen, CA, USA) according to the manufacturer’s protocol. RNA purity and quantification were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Scientific, USA). An OD260/OD280 ratio > 1.8 indicates that the absence of protein contamination; an OD260/OD230 ratio > 1.5 indicates the absence of significant contamination from organic substances such as sugars, peptides and phenol. RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The libraries were then constructed using the VAHTS Universal V6 RNA-seq Library Prep Kit according to the manufacturer’s instructions. Transcriptome sequencing and analysis were performed by OE Biotech Co., Ltd. (Shanghai, China).

The libraries were sequenced on an Illumina NovaSeq 6000 platform, generating 150 bp paired-end reads. Approximately 48.67 million raw reads were generated for each sample. Raw reads in FASTQ format were first processed using FastQC software, and low-quality reads were removed to obtain clean reads. Approximately 46.00 million clean reads were retained for each sample for subsequent analysis. The clean reads were mapped to the mouse genome using HISAT2 software. The FPKM (Fragments Per Kilobase of transcript per Million mapped reads) of each gene was calculated, and the read counts for each gene were obtained using the HTSeq-count.

Differential expression analysis was performed using DESeq2. A p-value < 0.05 and fold-change ≥ 2 or ≤ 0.5 were set as the thresholds for significantly differentially expressed genes (DEGs). Hierarchical clustering analysis of DEGs was performed using R (v 3.2.0) to demonstrate the expression pattern of genes in different groups. Based on the hypergeometric distribution, GO and KEGG pathway enrichment analyses of DEGs were performed to screen significantly enriched terms using R (v 3.2.0). GO analysis was performed to describe the attributes of genes and gene products in any organism (http://www.geneontology.org). This ontology covers three domains: biological processes, cellular components, and molecular functions. The p-value denotes the significance of the GO term enrichment among differentially expressed genes (p-value < 0.05 is considered significant). For KEGG pathway analysis, the web-based Molecular Annotation System 3.0 (MAS 3.0; http://bioinfo.capitalbio.com/mas3/) was used. The significantly altered pathways were selected using the threshold of the p-value and FDR (corrected *p*-value) < 0.05 derived from the hypergeometric test. The DEGs table was listed in Supplementary Table S1 Based on the functional annotations of differentially expressed genes and their fold-change (FC) values, candidate genes potentially associated with depressive phenotypes were selected and further validated using qRT-PCR in additional hippocampal tissue samples.

### Chromatin Immunoprecipitation (ChIP) assay

To verify whether DHEA regulates the expression of the *Avpr1a* gene through androgen receptors (AR), ChIP-PCR was performed to detect the direct binding relationship between the *Avpr1a* promoter and AR protein by using SimpleChIP^®^ Enzymatic Chromatin IP Kit (Magnetic Beads) (#9003, Cell Signaling Technology). The experimental design is shown in Fig. 5A. HT22 cells were cultured in Dulbecco’s modified Eagle’s medium with 10% fetal bovine serum and 0.2% penicillin/streptomycin solution for 5 min. Then, 125 mM glycine was added for 3 min. Briefly, the cells were washed and harvested, then each sample was added with 0.5 µl micrococcal nuclease to obtain DNA fragments of appropriate length and resuspended in sonication buffer and sonicated until transparent, resulting in DNA fragments of 100–500 bp in length. Protein G magnetic beads (Invitro-gen, 10612D) were washed with RIPA 0.3 buffer, and add anti-AR antibody (anti-AR, #ab108341, Abcam) was added. The mixture was rotated at 4 °C for six hours. Then, 1 ml of the samples was mixed with Magnetic Protein G Beads and rotated at 4 °C overnight. The beads were washed with RIPA 0.3 buffer, RIPA 0 buffer, LiCl buffer, and TE buffer, respectively. Immunocomplexes were extracted from the beads with SDS elution buffer containing RNase, followed by Proteinase K. Crosslinks were reversed at 65 °C for at least six hours. Finally, DNA fragments were purified using a DNA purification kit. Five pairs of primers based on the promoter sequence of the *Avpr1a* gene were designed (Supplementary Table S2). The entire experiment was repeated three times, including HT22 cell culture, ChIP and PCR processes.

### Quantitative real-time PCR (qRT-PCR)

The mRNA levels of the *Avpr1a* and AR in the hippocampal tissues and HT22 cells of DHEA-treated and control mice were determined by qRT-PCR. Tissues and cells were homogenized in 1 mL of TRIzol lysate buffer. Total RNA was extracted and reverse-transcribed into cDNA using M-MLV reverse transcriptase (Invitrogen) according to the manufacturer’s instructions. Dye method qRT-PCR quantitative kit (#E21001, GenePharma, Shanghai) were used for qRT-PCR analysis. qRT-PCR was then performed using a real-time fluorescent quantitative PCR instrument (ABI 7500, Thermo, USA). The expression levels of the target genes were normalized to ACTB expression in the same sample (Suzuki et al. 2000) and quantified using the 2^−ΔΔCt^ method (Livak et al. 2001). The components for qRT-PCR; the gene-specific primers and the melting curve were listed in Supplementary Table S3.

### Western blot

The protein levels of the AVPR1a and AR in the hippocampal tissues and HT22 cells of DHEA-treated and control mice were determined by western blot. Hippocampal tissue of female mice (*n* = 3/group) or HT22 cells (*n* = 3/group) were collected. The samples were then homogenized in ice-cold RIPA lysate buffer (96%RIPA, 1% EDTA, 1% PMSF, and 2% protein phosphatase inhibitor). During the protein extraction, 20 µL of protease inhibitor was added to prevent protein degradation. The total protein concentrations were determined using the bicinchoninic acid assay (Pierce, Rockford, IL, USA) for each 50 µL of lysate. The lysate was boiled in 5× denatured loading buffer at 95 °C for 5 min and stored at −80 ℃. Each sample was incubated separately with one of the following primary antibodies: anti-AVPR1a (#BA3463-2, 1:1000, Boster), anti-AR (#ab108341, 1:1000, abcam), or anti-GAPDH (#5174, 1:1000, Cell Signaling Technology). The membrane was washed and incubated with goat anti-rabbit IgG (ab6721, 1:5000, Abcam) as the secondary antibody. A chemiluminescence reaction solution (#170–5061, BIO-RAD) was added, and the samples were exposed to a Chemiluminescent Image Analysis System (#4600SF, Tanon) for visualization. The density of each band was measured by Western blot using Java Image Processing and Analysis (ImageJ) software. Each target protein’s relative expression level was calculated by the ratio of the target protein density to the internal reference protein (GAPDH) density (Wang et al. 2023).

### Enzyme-linked immunosorbent assay (ELISA)

To understand whether the expression changes of AVPR1a affect the levels of the neuropeptide ligands AVP and OT, we measured the levels of AVP and OT in hippocampal tissue using the ELISA method. After chronic DHEA treatment, the female mice (*n* = 7–8/group) were dissected, and fresh hippocampal tissue was homogenized in PBS containing protease and phosphatase inhibitors, then centrifuged at 10,000 × g for 10 min. The supernatant was collected, diluted fivefold, and immediately stored at − 80 °C for later use. AVP (#BY-EM222476, BYabscience, Nanjing, China) and OT (#MM-0276M1, MEIMIAN, Yancheng, China) levels were quantitatively determined using commercial ELISA kits. The colorimetric reaction was measured at 450 nm. Samples were run in triplicate, and the concentrations were calculated based on standard curves. All operations were carried out according to the instructions.

### Estrous cycle assessment

To determine whether continuous low-dose DHEA treatment affects ovarian endocrine function and leads to abnormal ovulation, the estrous cycle of the mice after DHEA treatment was observed. Vaginal smears were taken daily at 10:00 am from the 11 th to the 20 th day after the first day of treatment. Using a fine-tipped glass rod or a moistened cotton swab, gently insert the tip into the mouse’s vaginal opening, and slightly rotate the swab to collect cells from the vaginal canal. Be gentle to avoid injury (Gonzalez 2016). The stage of the estrous cycle was determined by microscopic analysis of the predominant cell type in the vaginal smears following Shorr staining (Cora et al. 2015). The criteria for distinguishing the different stages are as follows: proestrus (P), which consists of round nucleated epithelial cells; estrus (E), which consists of cornified squamous epithelial cells; metestrus (M), which consists of epithelial cells and leukocytes; and diestrus (D), which consists of nucleated epithelial cells with a predominance of leukocytes (Byers et al. 2012).

### Hematoxylin-eosin (HE) staining

To determine whether low-dose DHEA treatment leads to a cyst-like phenotype in the ovaries of mice, HE staining was performed on the ovarian tissues. Ovarian tissues of female mice in the DHEA-treated (*n* = 16) and control (*n* = 15) groups were fixed in 4% paraformaldehyde for 24 h. The tissues were then washed with phosphate-buffered saline (PBS), dehydrated with ethanol, and embedded in paraffin. The ovaries were longitudinally and serially sectioned into 5 μm sections (CM1850, Leica) and stained with H&E. All sections were observed under a light microscope (Nikon Eclipse Ci-L, Japan). The number of luteal bodies and vesicles was counted in the first, fifth, fifteenth, and twentieth sections selected from consecutive ovarian sections (20 consecutive sections from each ovary). The counts were performed by two professional technicians independently, and the average value was taken. This approach minimized subjective differences due to the ovarian section location and between observers. The sections with intact ovarian structure from the DHEA-treated group and the control group were selected as representative images.

### Statistical analysis

All data are expressed as the mean ± SEM. Statistical analyses were performed using GraphPad Prism 10 (GraphPad Software). The unpaired Student’s t-test analysis was used for comparisons between two groups. Multiple comparisons were performed using one-way and two-way ANOVA, and if significant, Tukey’s post hoc test was applied. Each figure legend specifies the statistical test used. Statistical significance was defined as follows: *p < 0.05, **p < 0.01, ***p < 0.001, and **** *p* < 0.0001.

## Results

### DHEA induced an antidepressant phenotype in female mice

In the FST and TST experiments, the immobility time of DHEA-treated female mice was significantly reduced, exhibiting an antidepressant-like phenotype (Fig. 1B-C). The OFT results showed that the total movement distance was not affected by chronic DHEA treatment (Fig. 1D). Additionally, in the OFT, the total distance, the time and distance moved in the central area showed no changes with DHEA treatment (Fig. 1E-G).

### DHEA increased the excitability of the ventral hippocampus (vHPC) in female mice

The in vivo extracellular electrophysiological recordings showed that the total firing rate, which evaluated neuronal activity in the CA1 region of the vHPC, was significantly enhanced after chronic administration of DHEA, compared to the control group (Con) (Fig. 1H-I).

### The critical molecular signatures expressed in the hippocampus of female mice after DHEA treatment

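Total RNA from the ventral hippocampus of 4 female C57BL/6 J mice injected with DHEA (30 mg/kg/day) and 4 injected with sesame oil, the vehicle, for 21 days was sequenced as paired-end reads. DHEA is an adrenal androgen precursor. The authors removed low-quality reads, aligned the clean reads to the mouse genome with HISAT2 and counted the reads on each gene with HTSeq-count. They deposited the counts of 29442 genes without normalization, together with FPKM values calculated from these counts. Between 35748416 and 38038361 reads were counted on genes in the libraries labelled DHEA (median 36499400), and between 31483772 and 35418297 in those labelled sesame oil (median 32933563). The mean was 34.9 M counts, while the paper's reported number of clean reads is about 46 M per sample, and the values here use the counts. Every library labelled DHEA had more counts than every library labelled sesame oil (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). No pair of libraries of one group differed by as little as sampling noise, so each was treated as a separate replicate. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test on the 27612 genes with at least 1 count, without a further filter on low counts, since the methods state none. The labels give no batch, cage or pairing.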

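With the study's thresholds, an unadjusted p under 0.05 and a fold change of at least 2 or at most 0.5, edgeR's quasi-likelihood test called 442 genes. Of these, 221 were higher and 221 were lower in the libraries labelled DHEA. Most were expressed at low levels, since 367 of them had a mean count under 10. After Benjamini-Hochberg adjustment of the same test, 0 genes had an adjusted p under 0.05 and the smallest adjusted p was 0.0569, while 2571 genes had an unadjusted p under 0.05. Without the library of mouse 7, labelled DHEA, 91 genes had an adjusted p under 0.05 in this test. DESeq2, the tool named in the methods, called 164 genes, of which 68 were higher and 96 lower in the libraries labelled DHEA. It gave 153 genes with an adjusted p under 0.05, of which 1 had a fold change of at least 2. Gh, Prl, Gm30158, Mastl, Tbx1 and Avpr1a received no adjusted p from DESeq2, so they were not judged at this threshold. In the study's own table of DEGs, 5 genes had a q, its adjusted p, under 0.05. They were Prl (0.0174), Gm30158 (0.0387), Gh (0.0476), Mastl (0.0491) and Adam8 (0.0491). Limma-trend on log2(FPKM + 1) called 1 gene. Of the 167 genes in the study's table of DEGs, 164 were called by edgeR. The fold change of 167 of them had the sign opposite to the study's when computed with the deposited labels, and 0 had the same sign. Among the called genes with a mean count of at least 10 and groups that did not overlap, those with the smallest p that were higher in the libraries labelled DHEA were Gm30158, Mastl and Gm31610. The log2 fold change of Mastl was 1.13 (standard error 0.29, adjusted p = 0.245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tbx1, Gh and Prl had the smallest p among those that were lower, and the log2 fold change of Tbx1 was -1.08 (standard error 0.29, adjusted p = 0.263 from the same test).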

A total of 167 differentially expressed genes (DEGs) were identified in the hippocampus of female mice treated with DHEA, of which 95 genes were up-regulated and 72 genes were down-regulated. The cluster heatmap of differentially expressed genes between the two groups is shown (Fig. 2A). 

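Over the 167 genes of the study's table, the mean Spearman correlation of log2(CPM + 0.5) was 0.782 between libraries of one group and 0.427 between libraries of different groups. These genes were chosen for their difference between the same libraries. Over the 16813 genes with a mean count of at least 10, the corresponding values were 0.992 and 0.991, and 8 of the 35 ways to divide the 8 libraries into 4 and 4 separated them at least as well. With the 12780 genes with a mean count of at least 100, only the division by the labels did so (1 of 35). The first principal component over the 16813 genes held 33.4% of the variance and set the libraries of mice 3 and 4, both labelled DHEA, apart from the rest. Of the 167 genes, 99 had a mean count under 10 and 86 had groups that overlapped. In 21 of them, a single library held over 50% of the normalized counts, 7 of which were highest in the library of mouse 11, labelled DHEA.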

In the GO analysis, hormone activity was prioritized because it demonstrated the reliability of DHEA treatment (Fig. 2B). Additionally, the KEGG analysis revealed that neuroactive ligand-receptor interaction was significantly enriched (Fig. 2C). 

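The hormone genes Gh, Prl and Pomc were lower in the libraries labelled DHEA. Directions follow the deposited treatment labels and are opposite to those of the study's table of DEGs. Gh had 0 to 3 counts in the libraries labelled DHEA and 5 to 248 in those labelled sesame oil, and was at least 27.2-fold lower in the former. Prl was 0.0823 ± 0.0975 CPM (SD, n = 4) in the libraries labelled DHEA and 5.31 ± 7.61 CPM (SD, n = 4) in those labelled sesame oil. Its log2 fold change was -5.95 (standard error 1.02, adjusted p = 0.0647 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both genes separated the groups without overlap (two-sided exact permutation test, p = 0.0286). The library of mouse 10, labelled sesame oil, held 76.6% of the normalized counts of Gh and 76.9% of those of Prl. Without it, the mean of the libraries labelled sesame oil was 0.682 CPM for Gh and 1.55 CPM for Prl, and Gh was at least 8.26-fold lower in the libraries labelled DHEA. The log2 fold change of Prl stayed between -7.05 and -4.18 with each library left out in turn. With all libraries, the adjusted p of Gh in edgeR's quasi-likelihood test was 0.0818. Without the library of mouse 5 or that of mouse 7, Gh and Prl had an adjusted p under 0.05 in this test. These were the only 2 of 16 alternatives for Gh and of 17 for Prl that passed. The highest Benjamini-Hochberg adjusted p over these alternatives was 0.541 for Gh and 0.474 for Prl. Pomc was 0.937 ± 0.269 CPM (SD, n = 4) against 2.08 ± 1.95 CPM (SD, n = 4), and the groups overlapped (two-sided exact permutation test, p = 0.314). The log2 fold change of Pomc was -1.16 (standard error 0.48, adjusted p = 0.471 from edgeR's quasi-likelihood test), and -0.27 without the library of mouse 10. Pituitary tissue in the dissected samples was not excluded as a source of these 3 genes. The enrichment itself was not recomputed, because no annotation of all genes with GO terms was used here. The paper states that hormone activity was given priority because it reflects the reliability of the DHEA treatment.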

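Avpr1a, which encodes the vasopressin receptor 1a, had 11 to 37 counts in the libraries labelled DHEA and 3 to 17 in those labelled sesame oil. Directions follow the deposited treatment labels and are opposite to those of the study's table of DEGs. This corresponds to 0.678 ± 0.353 CPM (SD, n = 4) and 0.243 ± 0.187 CPM (SD, n = 4). Its log2 fold change was 1.46 (standard error 0.56, adjusted p = 0.417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an unadjusted p of 0.0172. The groups overlapped, and the two-sided exact permutation test did not separate them at 0.05 (p = 0.0857). With each library left out in turn, the log2 fold change stayed between 1.19 and 2.08. The unadjusted p rose to 0.0641 without the library of mouse 7, 0.0509 without that of mouse 5 and 0.0525 without that of mouse 16. P2ry10b, a purinergic receptor gene, was 0.496 ± 0.101 CPM (SD, n = 4) in the libraries labelled DHEA and 0.237 ± 0.0764 CPM (SD, n = 4) in those labelled sesame oil, without overlap (two-sided exact permutation test, p = 0.0286). The log2 fold change of P2ry10b was 1.05 (standard error 0.46, adjusted p = 0.503 from edgeR's quasi-likelihood test), and its unadjusted p was above 0.05 in 5 of the 8 fits that each left out one library. Its paralog P2ry10 had at most 2 counts in any library, and reads shared by the 2 genes could have been divided between them. The values of P2ry10 were looked up after those of P2ry10b were seen.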

A chord diagram was used to display several essential genes involved in neuroactive ligand-receptor interaction, including *Avpr1a*; *Gh*; *Pomc*; *Prl*; *P2ry10b*, and others (Fig. 2D). The specific information about DEGs and enrichment analysis is listed in Supplementary Table S3.

**Fig. 2:**
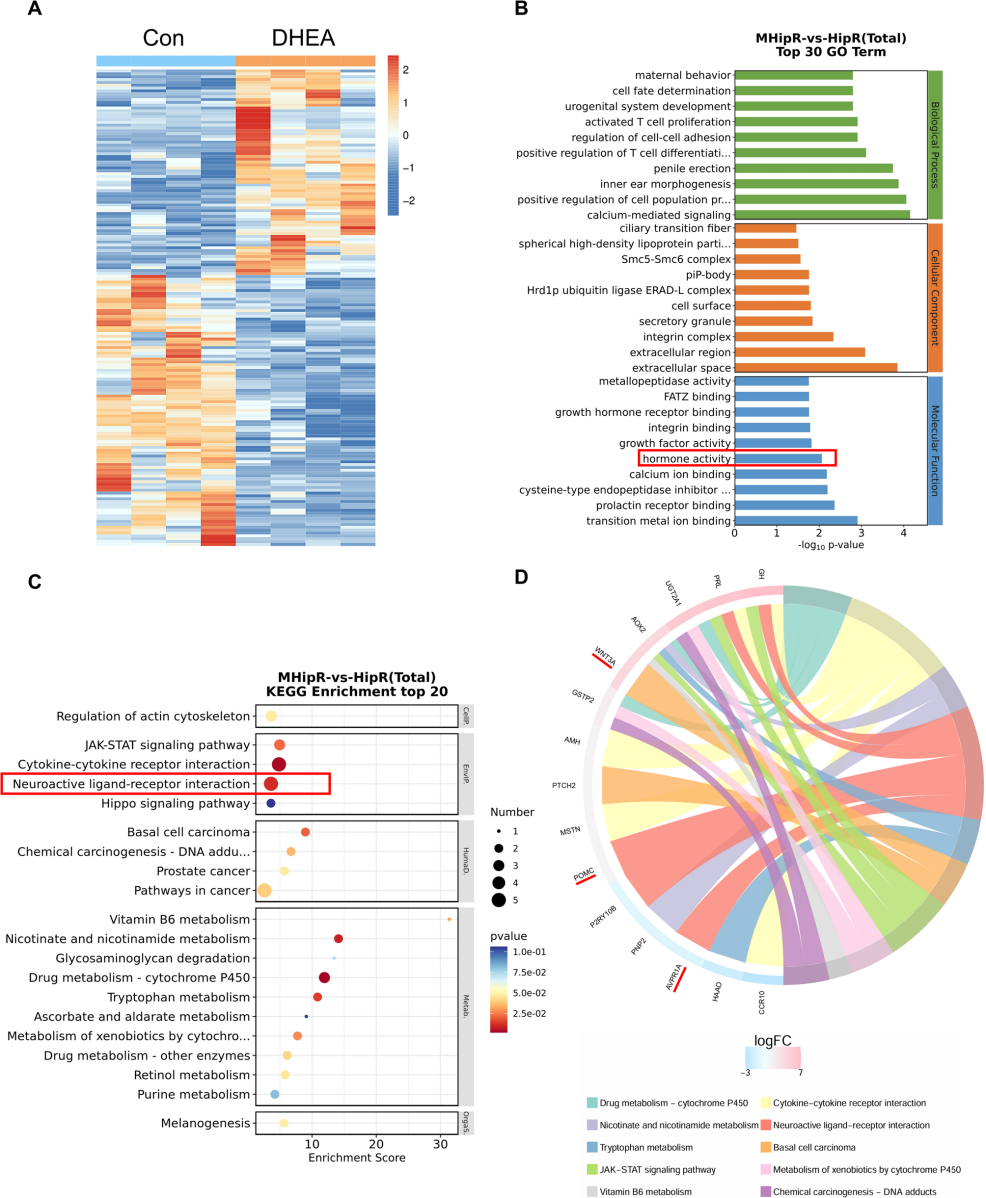
RNA-seq reveals key molecular signatures in hippocampal tissue of DHEA-treated mice. **A** Cluster heatmap of differentially expressed genes between the control and DHEA-treated groups. **B** The total GO term analysis (Top 20) revealed that hormone activity was prioritized. **C** The total KEGG enrichment analysis (Top 20) showed that neuroactive ligand-receptor interaction was significantly enriched. **D** KEGG enrichment analysis using chord diagrams revealed several genes, such as Avpr1a, in the neuroactive ligand-receptor interaction pathway

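Wnt3a, Aox2 and Ccr10 were near the limit of detection. Directions follow the deposited treatment labels and are opposite to those of the study's table of DEGs. Wnt3a had 0 counts in every library labelled DHEA and 1 to 5 counts in those labelled sesame oil. Against a limit of 3 counts set in each library, it was at least 1.09-fold lower in the libraries labelled DHEA. This limit is strict, since libraries that all have 0 counts together allow fewer than 3 in each. Without the library of mouse 9, labelled sesame oil, this bound was 0.857, so the bound alone shows no difference. The unadjusted p of Wnt3a without that library was 0.0133 in edgeR's quasi-likelihood test. Aox2 had 0 or 1 counts in the libraries labelled DHEA and 1 to 13 in those labelled sesame oil, and was at least 2.00-fold lower. Its lowest count labelled sesame oil and its highest labelled DHEA were both 1, and differ after normalization through library size only. Its mean in the libraries labelled sesame oil was 0.166 ± 0.163 CPM (SD, n = 4), and 0.0922 CPM without the library of mouse 9, which leaves it at least 1.12-fold lower. Ccr10 had 1 to 8 counts in the libraries labelled DHEA and 0 or 1 in those labelled sesame oil, and was at least 1.15-fold higher in the former. Without the library of mouse 11, labelled DHEA, its mean fell from 0.103 to 0.064 CPM and the bound to 0.714. The bound alone then shows no difference. The two-sided exact permutation test gave p = 0.0286 for Wnt3a and Aox2 and p = 0.0571 for Ccr10. Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.297 for Wnt3a, 0.293 for Aox2 and 0.402 for Ccr10. The unadjusted p of Ccr10 was 0.0138, and 0.064 without the library of mouse 11.

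**Figure D1:**
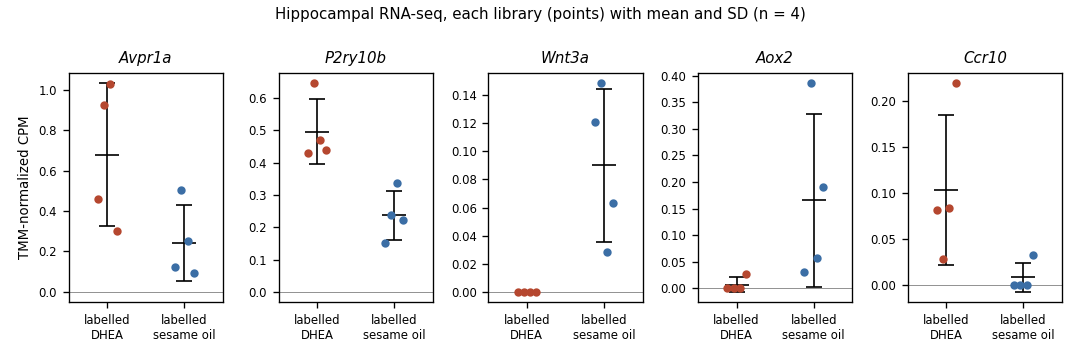
TMM-normalized CPM (vertical axes, one scale per gene) of Avpr1a, P2ry10b, Wnt3a, Aox2 and Ccr10 in each of the 4 libraries labelled DHEA and the 4 labelled sesame oil (points), with the mean and SD (bars). The groups do not overlap for P2ry10b, Wnt3a and Aox2, and overlap for Avpr1a and Ccr10.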

Based on the relevant functional annotations and their high fold-change (FC) values, six genes (*Avpr1a*,* Pomc*,* P2ry10b*,* Wnt3a*,* Aox2*,* Ccr10*) were selected for validation using qRT-PCR in additional hippocampal samples (Fig. 3A). Of these, three genes (*Avpr1a*,* Pomc*,* P2ry10b*), which are involved in the neuroactive ligand-receptor interaction pathway, were selected. One gene (*Wnt3a*), involved in the Wnt signaling pathway, one gene (*Aox2*), involved in the JAK-STAT signaling pathway, and one gene (*Ccr10*), associated with cytokine-cytokine receptor interactions, were also selected (Fig. 3A). The results showed that all six mRNAs were detected in all hippocampus samples. The mRNA levels of *Aox2*, *Pomc*, and *Wnt3a* were significantly up-regulated by 3.65-fold, 15.33-fold, and 1.85-fold, respectively, in the DHEA-treated mouse hippocampus. The mRNA levels of *Avpr1a*, *Ccr10*, and *P2ry10b* were significantly down-regulated by 6.77-fold, 1.53-fold, and 3.45-fold, respectively. 

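In the sequenced libraries, 6 of the 6 genes chosen for qRT-PCR met the study's thresholds in edgeR's quasi-likelihood test, and 0 had an adjusted p under 0.05. By the deposited labels, Avpr1a, P2ry10b and Ccr10 were higher and Aox2, Pomc and Wnt3a were lower in the libraries labelled DHEA, which is opposite to the study's table of DEGs. Only 3 of the 6 genes had at least 1 count in each of the 8 libraries. With each library left out in turn, Avpr1a, Pomc, P2ry10b and Ccr10 each failed the thresholds in at least 1 fit. Wnt3a and Aox2 met them in every fit, but had 0 or 1 counts in the libraries labelled DHEA, so that only bounds on their fold changes can be given. Without the library of mouse 9 these bounds were 0.857 for Wnt3a and 1.12 for Aox2.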

The qRT-PCR results for these six genes were consistent with the RNA sequencing results (Fig. 3B-G), indicating that our mRNA profiling data were reliable.

**Fig. 3:**
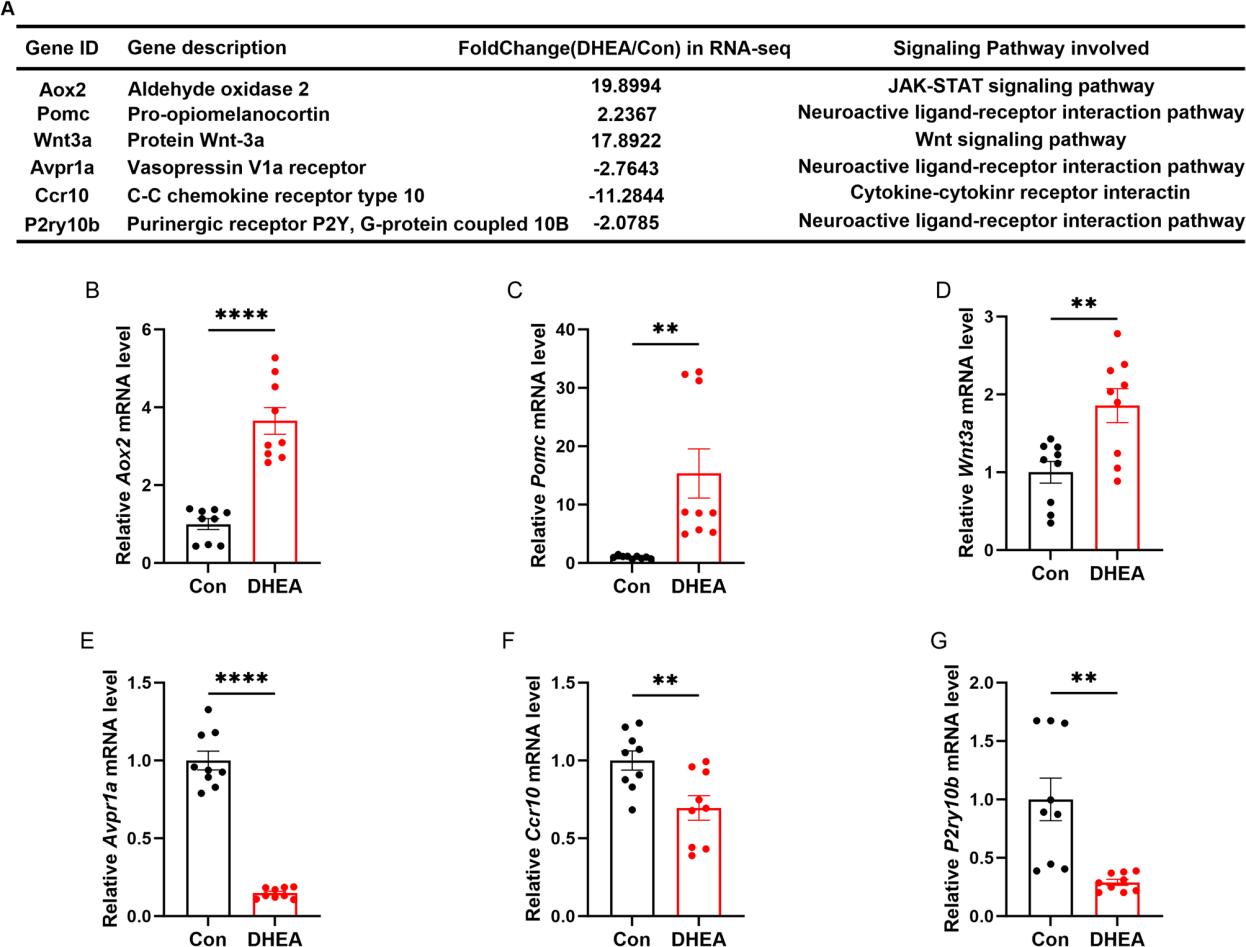
Expression of candidate differential genes was verified by qRT-PCR in female mouse hippocampal tissues.** A** Candidate genes and the signaling pathways they are involved in. **B-G** mRNA expression levels of *Aox2*, *Pomc*, *Wnt3a*, *Avpr1a*, *Ccr10*, and *P2ry10b* as determined by qRT-PCR (*n* = 9). The data are shown as the mean ± SEM. An unpaired Student’s t-test was used for statistical analysis, and the experiment was repeated three times independently with similar results. * indicates *p* < 0.05, ** indicates *p* < 0.01, **** indicates *p* < 0.0001

### DHEA decreased the activity of the AVP system in the hippocampus

The AVPR1a protein levels in the hippocampus of DHEA-treated mice were detected by western blot and were significantly lower than those in the control group (Fig. 4A-B). In addition, AVP content in DHEA-treated groups was significantly lower than in the control group, while OT exhibited the opposite trend (Fig. 4C-D).

**Fig. 4:**
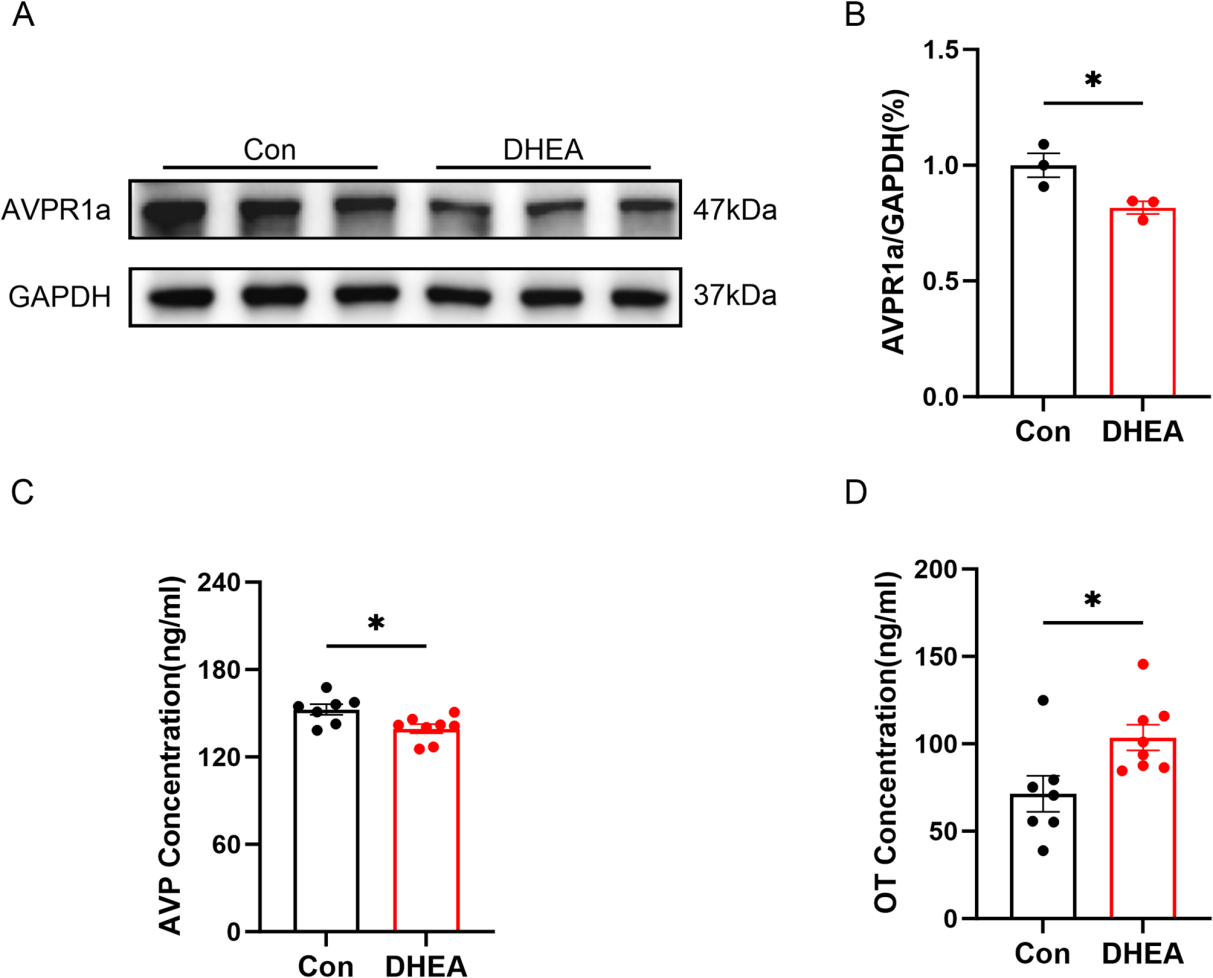
DHEA decreased the activity of the AVP system in the hippocampus. **A** Protein levels of AVPR1a in the hippocampal tissue detected by western blot (DHEA-treated vs. Control, *n* = 3). **B** Relative quantification of AVPR1a protein in the hippocampus of female mice in the DHEA-treated (*n* = 3) and control (*n* = 3) groups. **C-D** The content of AVP and OT in the hippocampus tissues of female mice in the DHEA-treated (*n* = 7–8) and control (*n* = 7–8) groups, as determined by ELISA. The data are shown as the mean ± SEM. An unpaired Student’s t-test was used for statistical analysis, and the experiment was repeated three times independently with similar results, * indicates *p* < 0.05

### ChIP-PCR revealed a direct interaction between the*Avpr1a* and AR

The ChIP-PCR results using five primer pairs targeting the Avpr1a promoter region are shown in Supplementary Fig. S2. Specifically, when two primer pairs (primer 1 and primer 2) targeting the Avpr1a promoter region were used, the AR group exhibited more pronounced and specific bands compared to the IgG group, indicating that the AR protein can directly bind to *Avpr1a* DNA (Fig. 5B-C).

**Fig. 5:**
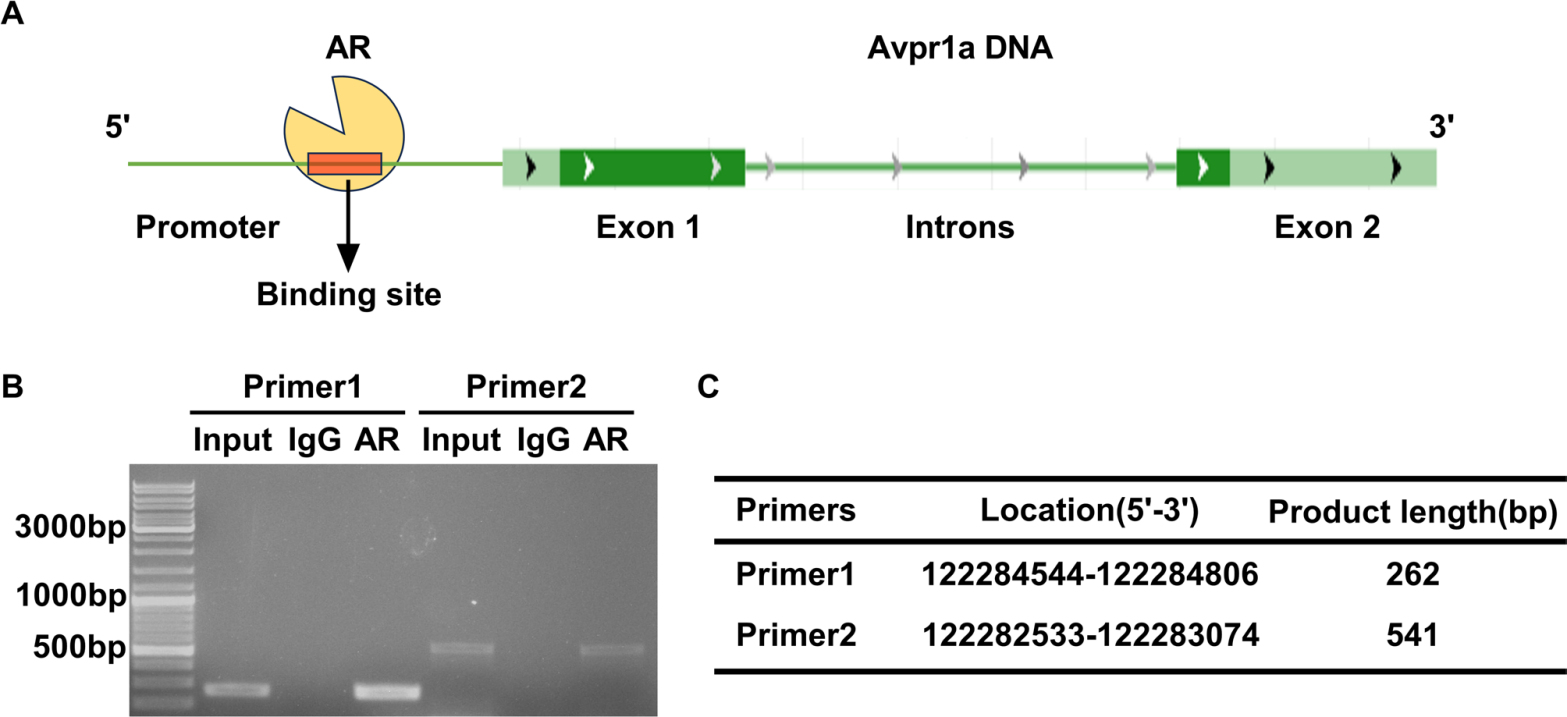
DHEA regulates *Avpr1a* transcription directly through AR.** A** Experimental design for ChIP-PCR. The yellow fan indicates the androgen receptor (AR). The long green line represents the *Avpr1a* DNA. The red rectangle indicates the binding site of the androgen to the *Avpr1a* promoter. **B** Electropherogram of a ChIP-PCR experiment. The bands in the AR group were more intense and more specific than those in the IgG group using the two primers in the PCR process. **C** Sequences of the primers for ChIP-PCR. The experiment was repeated three times independently with similar results

### DHEA inhibited AVPR1a expression in HT22 cells via AR

In vitro experiments in HT22 cells showed that AVPR1a expression at both the mRNA and protein levels was significantly downregulated with increasing DHEA concentration and the extended treatment time, demonstrating a clear dose- and time-dependent effect (Fig. 6A-C). Moreover, after treatment with the androgen receptor antagonist (flutamide, 10 µM), the expression of AR was inhibited at both the mRNA and protein levels, while the mRNA and protein levels of AVPR1a increased significantly (Fig. 6D-H). These findings demonstrated that DHEA treatment significantly enhanced AR expression, which subsequently inhibited AVPR1a expression.

**Fig. 6:**
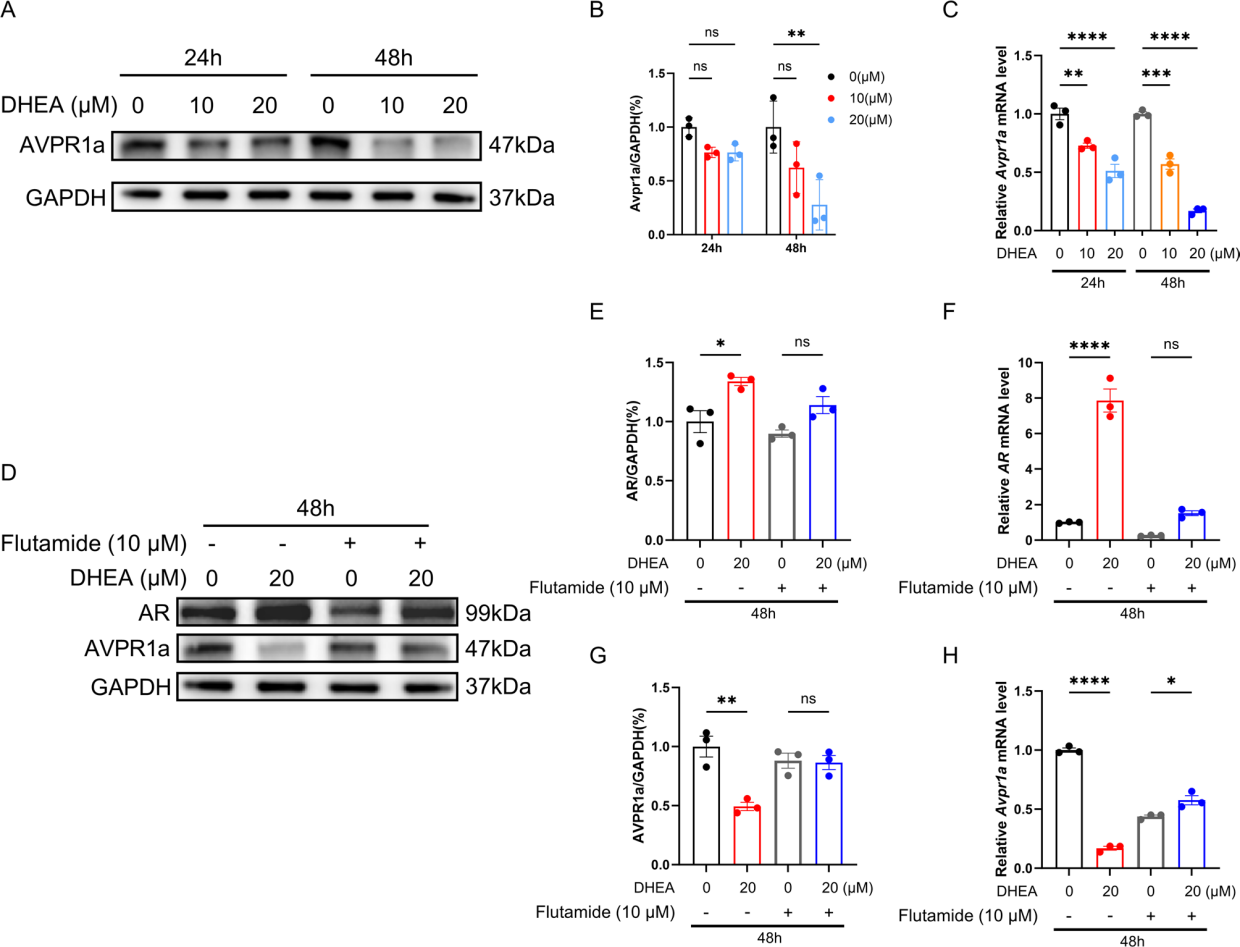
DHEA inhibited AVPR1a expression in HT22 cells via AR. **A** The expression of AVPR1a protein in HT22 cells treated with DHEA at different concentrations (0 µM, 10 µM and 20 µM) for different durations (24 h and 48 h) was detected by western blot. **B**,** C** The relative expression of AVPR1a protein (**B**) and mRNA (**C**) in HT22 cells treated with different concentrations (0 µM, 10 µM, and 20 µM) of DHEA for different periods (24 h and 48 h). **D** The expression of AVPR1a protein in DHEA-treated HT22 cells after antagonist pretreatment was detected by western blot. **E**,** F** The relative expression of AR protein (**E**) and mRNA (**F**) in DHEA-treated HT22 cells after antagonist pretreatment. **G**,** H** The relative expression of AVPR1a protein (**G**) and mRNA (**H**) in DHEA-treated HT22 cells after antagonist pretreatment. The data are shown as the mean ± SEM. Two-way ANOVA followed by Tukey’s post hoc test was used for Fig. 6B-C and one-way ANOVA followed by Tukey’s post hoc test was used for Fig. 6E-F, G-H, and the experiment was repeated three times independently with similar results. * indicates *p* < 0.05, ** indicates *p* < 0.01, *** indicates *p* < 0.001, **** indicates *p* < 0.0001, ns indicates no significant difference

## Discussion

Our study first confirmed in female mice that continuous low-dose DHEA treatment can alleviate the depressive phenotype. Before conducting the FST and TST to assess depressive behavior, we performed the OFT on both the DHEA-treated and control mice. The results showed no differences between the two groups in total distance traveled and time spent in the center area, indicating that DHEA treatment did not affect the mice’s motor abilities. This rules out the possibility of false-positive results in the FST and TST due to DHEA treatment influencing the mice’s motor capacity, making our experimental results more reliable and trustworthy. Additionally, the ovaries of DHEA-treated mice showed follicles at different developmental stages and corpus luteum in the ovarian cortex, with a regular estrous cycle, indicating that mice treated with low-dose DHEA could ovulate normally without exhibiting the PCOS phenotype (Fig. S3). This provided the possibility of using low-dose androgen treatment for female depression in the future.

The most important finding of our study is that DHEA may exert its antidepressant effects by downregulating AVPR1a receptors in the hippocampal tissue through AR, thereby increasing neuronal excitability. In this study, we found that the firing frequency of neurons was significantly enhanced in the ventral hippocampus of female mice in the DHEA-treated group, suggesting that DHEA may alter neural activity in hippocampal tissue in response to depressive behaviors. Furthermore, our analysis revealed that several differentially expressed genes regulated by DEHA, including *Avpr1a*, Gh, P2ry10b, Pomc, and PRL, are involved in the neuroactive ligand-receptor interaction signaling pathway(Carrier et al. 2015). These genes have previously been implicated in emotion regulation in multiple studies (Lesse et al. 2017; Qu et al. 2020; Tao et al. 2023). Building on this finding, we subsequently focused on the role of the *Avpr1a* gene, which is involved in the neuroactive ligand-receptor interaction signaling pathway, in regulating depression. Following DHEA treatment, AVPR1a expression was significantly down-regulated, accompanied by a reduction in the ligand AVP and an increase in OT levels in the hippocampus. These changes suggest that DHEA treatment leads to alterations in the OT/AVP system. Chronic stress is known to significantly elevate AVP levels in the hypothalamus of both humans and rodents (Purba et al. 1996). While AVP is primarily synthesized in the paraventricular nucleus and the suprachiasmatic nucleus, its physiological effects are mediated through binding to AVP receptors, which are highly expressed in the hippocampus. Importantly, chronic stress-induced depression-like behaviors have been shown to increase AVPR1a expression in the hippocampus (Lesse et al. 2017). Furthermore, blocking AVPR1a in the ventral hippocampus has been found to alleviate mood disorder behaviors in rats (Engin et al. 2008). These findings underscore the significant role of AVP and its receptors, particularly AVPR1a, in the pathophysiology of mood disorders.

Notably, while the modulation of neurotransmitter receptors by neuroactive steroids is well-established, previous studies have predominantly focused on classical receptors such as NMDA and GABA (Eser et al. 2008; Mifflin et al. 2015). Fewer studies have investigated the role of neurosteroid hormones in regulating the synthesis and release of arginine vasopressin (AVP), with most focusing on the involvement of estrogen receptors in modulating neuronal AVP expression. These studies have identified that AVP-ergic neurons in the paraventricular nucleus (PVN) brain region express estrogen receptor β (ERβ), and that androgen metabolites, such as 3β-diol, can directly influence AVP expression by binding to ERβ. Specifically, 3β-diol enhances the activity of the AVP promoter through its interaction with ERβ, thereby regulating AVP expression (Axelson et al. 1990) (Axelson and Leeuwen 1990). In contrast, our study demonstrates that DHEA down-regulates the activity of the *Avpr1a* promoter by binding to androgen receptor (AR) in vitro in HT22 cells. Additionally, we identified a direct interaction between the *Avpr1a* promoter and AR protein, further elucidating the mechanism by which DHEA modulates *Avpr1a* expression.

It is worth mentioning that some studies have shown that DHEA is often used as a precursor to steroid hormones, which are metabolically converted to testosterone, DHT, and 17ß- estradiol through metabolic pathways, and then act in different physiological processes (Frye 2001; Rosellini et al. 2001). However, our cell-based experiments point to a direct effect of DHEA (since there is no DHEA metabolism in vitro in these experiments) and do not support the role of DHEA’s metabolites. This is clearly different from the conventional view of DHEA’s metabolic activity. We suggest that there may be a more complex mechanism of action for DHEA in vivo, and our current in vitro experimental results cannot fully account for the various regulatory pathways of DHEA in vivo. Therefore, our study raises the possibility that DHEA plays a direct role in brain tissue.

Clearly, another prominent feature of our study is that it focuses on the clinical phenomenon of the high incidence of depression in women. The incidence of depression is generally higher in women, and DHEA is known to have antidepressant properties. However, many related studies in humans and rodents fail to distinguish between sexual dimorphism (Peixoto et al. 2018; Wolf et al. 1999). The preclinical studies on depression conducted to date have almost exclusively used male animals (Lima et al. 2022), making it difficult to fully understand the physiological and pathological mechanisms of depression in women. Of course, our study also has certain limitations. Whether low-dose androgen treatment can be used as a clinical approach for treating depression in women, and whether *Avpr1a* can serve as a target for drug development for female depression, both require further extensive clinical research.

## Conclusion

DHEA could induce an antidepressant phenotype in female mice. After continuous low-dose DHEA treatment, the mRNA expression profile related to neural activity in the hippocampal tissue of female mice underwent significant changes, particularly with a marked downregulation of the neuropeptide AVP receptor, AVPR1a. Further in this study demonstrated that DHEA, as a neurosteroid hormone, can regulate the targeted binding of AR protein to the *Avpr1a* promoter. The results of this study suggest that *Avpr1a* may become a potential target for future antidepressant treatment of PCOS.

## Supplementary Information

Supplementary Material 1: Fig. S1. Histological validation of in vivo electrophysiology. Whole brain slices were prepared after recording to confirm that the electrodes were accurately placed in the CA1 region of the vHPC. The red box indicates the location where the electrode was inserted.

Supplementary Material 2: Fig. S2. Electropherograms of five pairs of primers for Chip-PCR experiments. In the ChIP-PCR experiment, five pairs of primers were designed for different sites in the *Avpr1a* promoter region. Among them, the PCR electrophoresis results of the first and second pairs of primers showed that the bands in the AR group were stronger and more specific than those in the IgG group. There was no difference in band strength between the other three pairs of primers in the AR group and the IgG group.

Supplementary Material 3: Fig. S3. The ovarian morphology and ovulation status of female mice after DHEA treatment were assessed by HE staining. (A-B) Representative images of HE-stained ovaries from the control group (*n*=15) and the DHEA-treated group (*n*=16). CL: corpus luteum. CF: cysts. The arrows point to follicles at different stages of development. (C) The number of cystic follicles in the two groups. (D) The number of corpora lutea in the two groups. (E-F) The changes in the estrous cycle between the two groups.

Supplementary Material 4.

Supplementary Material 5.

Supplementary Material 6.

Supplementary Material 7.

Supplementary Material 8.

## Data Availability

RNA-Seq data have been deposited in the GEO under the accession number GSE276198. Raw files supporting our findings are available from the corresponding authors upon reasonable request.

## Abbreviations

AR: Androgen receptors
AVP: Arginine vasopressin
ChIP: Chromatin immunoprecipitation
DEGs: Differential expression genes
DHEA: Dehydroepiandrosterone
ELISA: Enzyme-linked immunosorbent assay
Erβ: Estrogen receptorβ
FC: Fold-change
FST: Forced swimming test
HE: Hematoxylin-eosin staining
HPA: Hypothalamic-pituitary-adrenal
MDD: Major depressive disorder
OFT: Open field test
OT: Oxytocin
PCOS: Polycystic ovary syndrome
qRT-PCR: Quantitative real-time polymerase chain reaction
RNA-seq: RNA sequencing
SPF: Specific pathogen-free
TST: Tail suspension test
vHPC: Ventral hippocampus
WHO: World Health Organization

# Supplementary material for: Androgens alleviate the depression-like phenotype in female mice by inhibiting AVPR1a in the hippocampal brain region
**Source:** Mol Med. 2025 May 29;31:210. doi: 10.1186/s10020-025-01272-9
**Supplement:** Supplementary file 6 — Supplementary Material 6.

**Table S2. Primer sequences used for ChIP-PCR**

| **Gene Name** | **Forward Primers (5’-3’)** | **Reverse Primers (5’-3’)** |
| --- | --- | --- |
| Primer1 | 5’-GGGTAGCTGGTAATGTTATTAGTGA-3 | 5’-GTCCACTGGTCAGACAGAGC-3’ |
| Primer2 | 5’-ATGTGTTAATATGGGTAGCTGGTAA-3’ | 5’-TGGAGGATCAAGCAATGCCA-3 |
| Primer3 | 5’-ACACAAAGGTTTGTATGTGTGAA-3’ | 5’-GGCCAGGGACTTGGAATACT-3’ |
| Primer4  Primer5 | 5’-ACACAAAGGTTTGTATGTGTGAAT-3  5’-TGTGTTAATATGGGTAGCTGGTAAT-3 | 5’-TTCTTGGTCAGAGCGTTGGT-3’  5’-AGGAGCTTGACAGCTCTTGG-3’ |

# Supplementary material for: Androgens alleviate the depression-like phenotype in female mice by inhibiting AVPR1a in the hippocampal brain region
**Source:** Mol Med. 2025 May 29;31:210. doi: 10.1186/s10020-025-01272-9
**Supplement:** Supplementary file 7 — Supplementary Material 7.

**Table S3. Primer sequences used for qRT-PCR**

| **Gene Name** | **Forward Primers (5’-3’)** | **Reverse Primers (5’-3’)** |
| --- | --- | --- |
| ACTB | 5’ -AAGATCAAGATCATTGCTCCTCC-3’ | 5’ -GACTCATCGTACTCCTGCTTGC-3’ |
| Avpr1a | 5’ -GCCTACATCCTCTGCTGGACA-3’ | 5’ -AAGGAAGCCAGTAACGCCG-3’ |
| AR | 5’- TGCTCCGCCGACATTAAAGA-3’ | 5’-GCTGCTGCCTTCGGAGATTA-3’ |
| Aox2 | 5’-CCAGACGGTTGTCCACAGAA-3’ | 5’-CAAGGGCTGGAACTCGTCTT-3’ |
| Ccr10 | 5’ -ATGTCCAGGCTTTCAGTCGG-3’ | 5’ -GAGGTGGGAGATCGGGTAGT-3’ |
| P2ry10b | 5’ -CAGTGAATCGTGCTTTGCTGA-3’ | 5’ -ACAGGCAATACAAACCCTCCA-3’ |
| Pomc | 5’ -CCTCCTGCTTCAGACCTCCA-3’ | 5’ -GGGGCTGTTCATCTCCGTT-3’ |
| Wnt3a | 5’ -GGCTCCTCTCGGATACCTCT-3’ | 5’ -ACAGCCAAGGACCACCAGAT-3’ |

**The components of qRT-PCR.**

| **Component** | **Final concentration** | | **Amount** |
| --- | --- | --- | --- |
| Real-Time PCR Master Mix | | — | 10μL |
| Upstream primer (20 μM) | | 0.08μM | 0.08μL |
| Downstream primer (20 μM) | | 0.08μM | 0.08μL |
| cDNA template | | — | 2μL |
| Taq DNA polymerase （2.5U/μL）  dd H2O | | 0.05 U/μ  — | 0.4μL  To 20μL |

**The melting curve of qRT-PCR.**

| **Gene Name** | **melting curve** |
| --- | --- |
| ACTB | 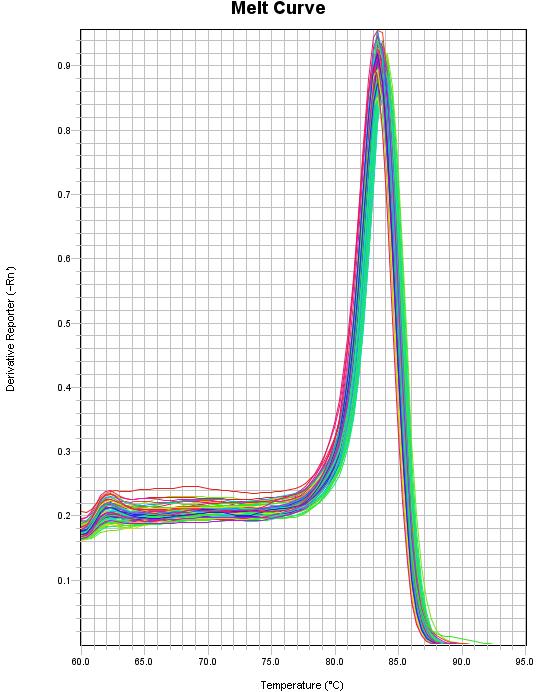 |
| Avpr1a | 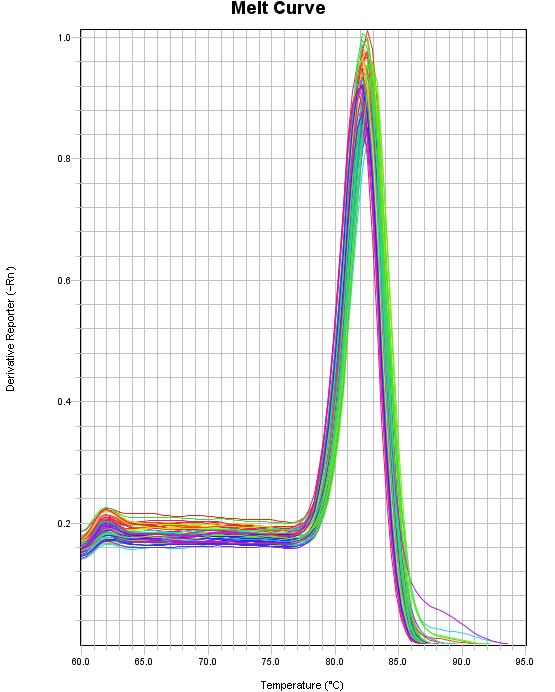 |
| AR | 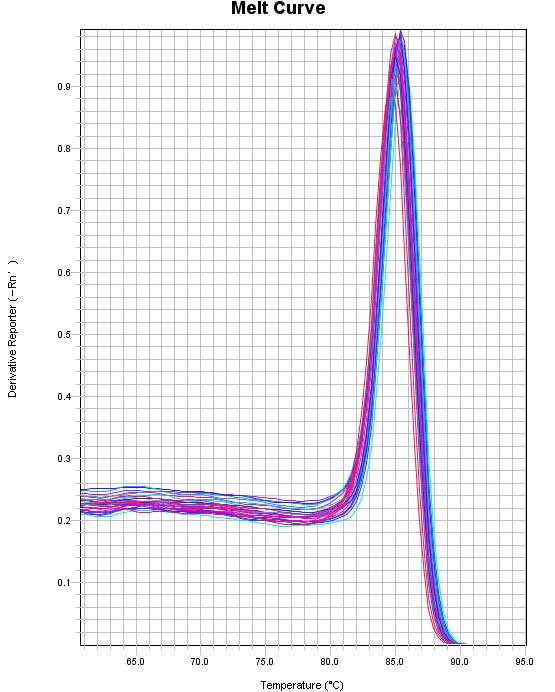 |
| Aox2 | 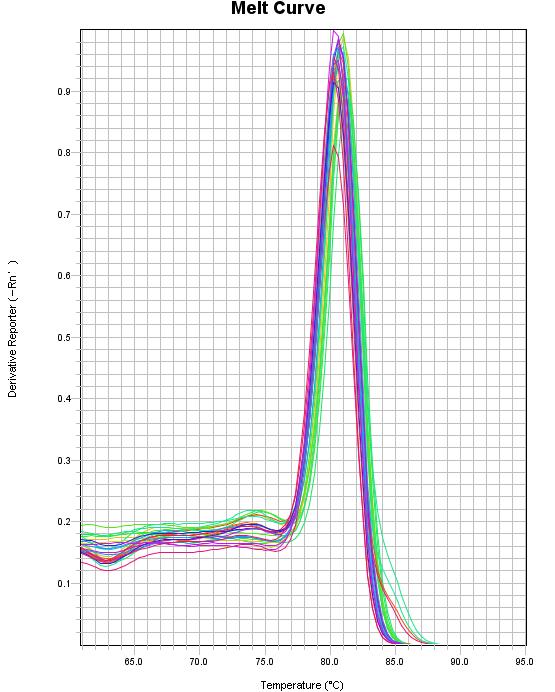 |
| Ccr10 | 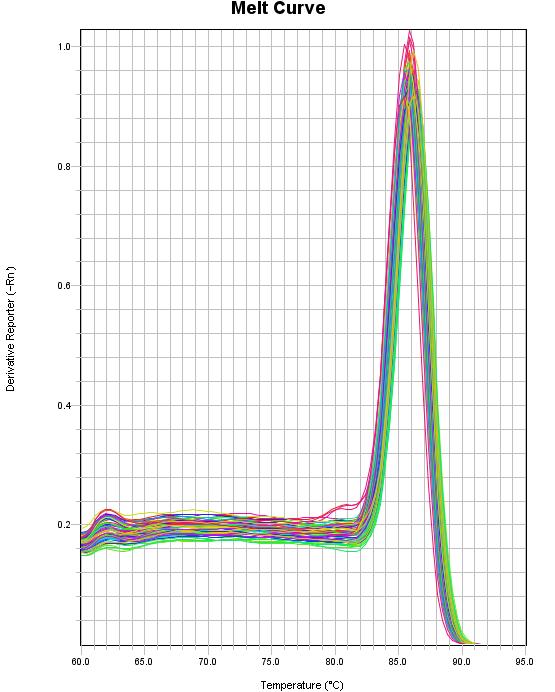 |
| P2ry10b | 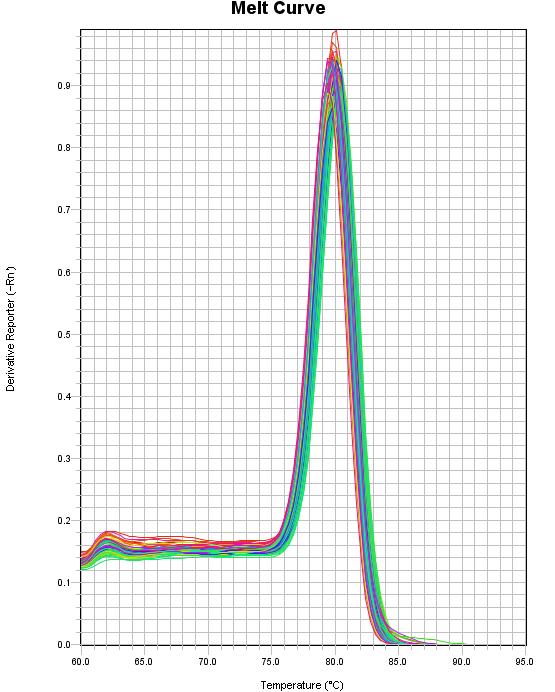 |
| Pomc | 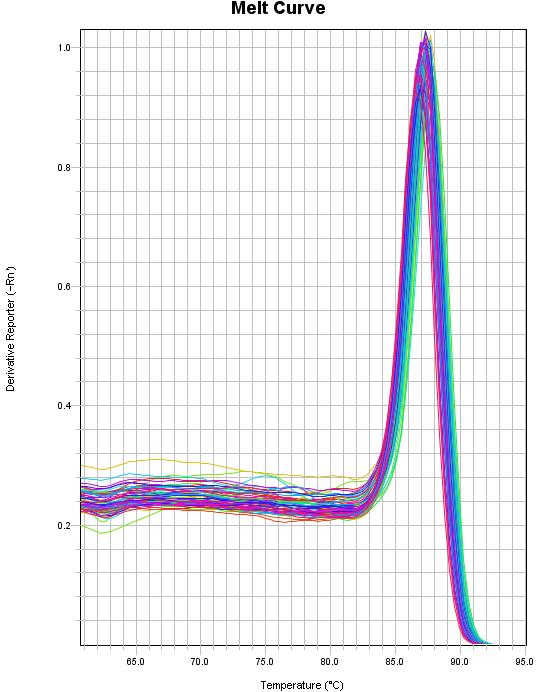 |
| Wnt3a | 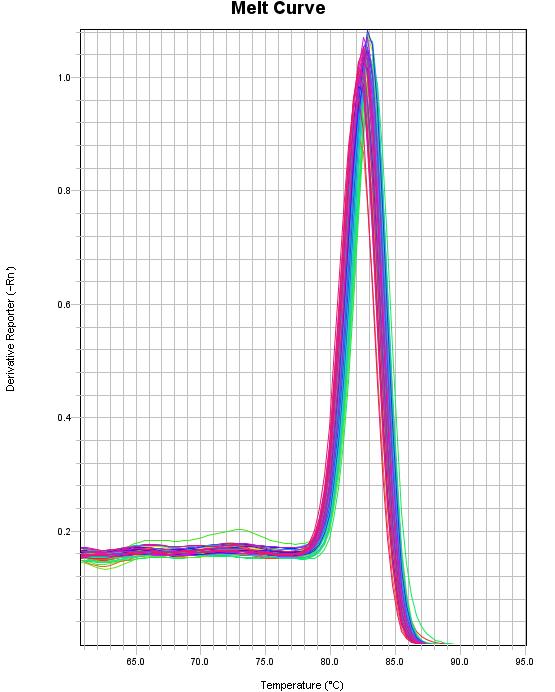 |

How the deposited data were processed for this re-analysis (not part of the article)

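Hippocampal RNA from 8 female mice was analysed, 4 labelled as treated with DHEA (30 mg/kg/day for 21 days) and 4 with sesame oil. The condition of each sample was taken from the deposited labels and the methods. Log2 fold changes are positive where a gene was higher in the libraries labelled DHEA. The study's table of DEGs has the opposite sign for all of its 167 genes, so groups are named by their labels throughout.

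The authors deposited raw read counts per gene, made by removing low-quality reads, aligning with HISAT2 and counting with HTSeq-count. The versions of HISAT2, HTSeq-count and DESeq2, the genome build and the annotation are not stated in the paper's text. The deposited FPKM values are the counts divided by the library's total count and by 1 length per gene. For the 25234 genes with values in at least 2 libraries, this length was equal within 0.1% in 25234. The FPKM table therefore holds no further measurement. No row lacked a gene name (0 rows).

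From the counts, edgeR 4.0.16 in R 4.3.3 was used for TMM normalization, dispersion estimation and the quasi-likelihood test on the 27612 of 29442 genes with at least 1 count, with a prior count of 0.125. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM are TMM-normalized counts scaled to a library total of 1000000. Single values were compared by a two-sided exact permutation test over the 70 allocations of 4 libraries against 4, whose smallest p is 0.0286. A fold change against a group with at most 3 counts in each library is given as a lower bound. It was computed against 3 counts in every library of that group, which is strict for a group mean. This limit covers counting error only.

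Total counts of 31483772 to 38038361 per library make 3 counts correspond to less than 0.1 CPM, so genes with a mean count under 10 carry large errors. Lists of marker genes were tested with fry of limma 3.58.1, and with camera as an alternative. They were the anterior pituitary, nasal epithelium, choroid plexus, thalamus, neocortex, dorsal and ventral hippocampus, red blood cell, leukocyte, interferon-induced, activity-induced and steroid-induced lists, each without the genes of the study's table. Lists for myelin, astrocytes, neurons, microglia, endothelium and oligodendrocyte precursors were added after the data were seen, and the values of several of their members had been looked at first. Correlations across libraries used the 40320 pairings of an exact permutation test.

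The genes to be named were set before the data were examined. They were the genes the study names from its RNA-seq, Avp, Oxt, Oxtr, Avpr1b and Avpr2, genes with an adjusted p under 0.05, the 3 genes with the smallest p in each direction among called genes with a mean count of at least 10 and groups without overlap, and members of the marker lists. Avpr2 is not among the genes tested. A further gene set in advance is not reported here. Slc39a12, Tspan2, Mal, Dbn1, LOC118568312 and P2ry10 were chosen after their values were seen.

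The alternatives set before the data were examined were DESeq2 1.42.0, RLE normalization, at least 10 counts over the 8 libraries, edgeR's filterByExpr, a prior count of 1, robust moderation, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), fold-change thresholds of 1.5 and none, and leaving out each library. DESeq2 without its cutoff on Cook's distance, a correction of each library's trend with GC content (lowess, span 0.3) and thinning of every library to the smallest total were added after the data were seen. GC content came from the longest GENCODE vM21 transcript of the same symbol, found for 15594 of 16813 genes with a mean count of at least 10 (92.7%). No coordinates were used, because the build of the counts is not named.

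The scripts were tested on simulated counts drawn from the means and dispersions of these libraries with 200 changed genes among 26646 tested. edgeR recovered 92.5% of the changed genes at an adjusted p under 0.05, DESeq2 93.5% and limma-trend on log2(FPKM + 1) 82.5%. At the same threshold 59, 32 and 10 of the unchanged genes were also called, beside 185, 187 and 165 changed ones. These shares hold for the simulated changes only. They were not split by the size of the change or by expression level. The power for small differences, or for genes with a mean count under 10, was therefore not measured. A lack of genes with an adjusted p under 0.05 does not show that such changes are absent. No GO or KEGG annotation was used, so enrichments were not recomputed. The behavioural, electrophysiological, qRT-PCR, western blot, ELISA and ChIP experiments were not analysed here.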

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

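The tests of GC content, total counts and cell shares in this part were chosen after the results were seen. A library stood apart from the others of its group in 6 of the 68 groups examined (gap to the nearest library divided by the range of the group above 0.829), where chance gives about 3.4. For Gh and Aox2 in the libraries labelled DHEA the ratio was 1 (mouse 11), and for Ccr10 in those labelled sesame oil it was 1 (mouse 16). In these 3 cases the other libraries had 0 counts and the one apart had at most 3, so nothing beyond counting error was shown. The mean log2 CPM of the anterior pituitary list was -0.86 in mouse 4 and -0.76 to -0.74 in the other libraries labelled DHEA (ratio 0.874). That of the steroid-induced list was 6.00 in mouse 11 and 5.44 to 5.52 in the other libraries labelled DHEA (ratio 0.855). On the first principal component, mouse 9 stood apart from the other libraries labelled sesame oil (ratio 0.985). No biological explanation was tested for single libraries.

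The study discusses only genes with a fold change of at least 2. At any fold change, 2571 genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, where 1381 are expected by chance. Of these, 2129 had a mean count of at least 10 and a fold change under 2, with a median absolute log2 fold change of 0.25. Only 1 of the 35 ways to divide the 8 libraries into 4 and 4, the division by the labels, gave as many. The margin is small, since the division of mice 3, 4, 5 and 16 against the others, which mixes the labels, gave 2530. The median over the divisions was 1095 and the lowest count 423. The larger total counts of the libraries labelled DHEA are argued against as the whole cause, by a rule chosen after the draws below were seen. After thinning to equal totals the labels gave 2491, again in 1 of 35 divisions, with 2489 for the division of mice 3, 4, 5 and 16. In 20 further random thinnings, run for these 2 divisions, the labels gave 2489 to 2540 genes and more than the other division in 20, by 3 to 66. The mean margin was 33.15 (SD 20.03). A rule written before these draws asked for a mean margin above 2 SD and was not met. By that earlier rule total counts stay open. A trend with GC content stays open. Its correlation with log2 CPM ran from -0.159 to -0.0103 in the libraries labelled DHEA and from 0.0729 to 0.184 in those labelled sesame oil, without overlap. After its removal 2376 genes had an unadjusted p under 0.05, but 2 of the 35 divisions gave as many, and that of mice 3, 4, 5 and 16 gave 2563. The share of mitochondrial counts was also higher in every library labelled DHEA (7.29% to 9.34%) than in those labelled sesame oil (6.37% to 7.23%), and LOC118568312, chosen after its values were seen, held 0.367% to 0.597% against 0.296% to 0.397% of the counts. Library preparation and treatment cannot be told apart here, and an effect of the treatment is among the open explanations.

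Myelin genes, a list written after the data were seen, had a median log2 fold change of 0.37 in the libraries labelled DHEA, and 11 of 11 were higher. With fry, p was 0.0445 and 0.112 after adjustment over the 6 added lists, and the exact permutation test of the mean over the list gave p = 0.0857. The fry p was at or above 0.05 in 7 of the 8 fits that each left out one library, with medians from 0.25 to 0.48. After removal of the GC trend the median was 0.34 and the difference between the groups in the list mean went from 0.36 to 0.339 (exact permutation test, p = 0.0857 before and after). The groups overlap with and without this correction, so the libraries did not decide whether the trend contributes. A lower share of neurons would raise endothelium genes alike. Myelin genes rose by 0.29 more than endothelium genes, which the libraries did not decide (exact permutation test, p = 0.0571). More white matter in the dissected tissue was not tested.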

How the results depend on the processing

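The number of genes meeting the study's thresholds was 442 with edgeR's quasi-likelihood test (221 higher and 221 lower in the libraries labelled DHEA). It was 164 with DESeq2 (68 higher, 96 lower), 284 with at least 10 counts over the libraries (140 higher, 144 lower), 62 with filterByExpr (26 higher, 36 lower), 1 with limma-trend on log2(FPKM + 1) (0 higher, 1 lower), 48 on log2(FPKM + 0.1) (18 higher, 30 lower) and 2571 without a fold-change threshold. The filters test fewer genes and a pseudocount shrinks fold changes of low genes; for DESeq2 the cause was not tested. Leaving out each library gave 361 to 512 genes. DESeq2 without its cutoff on Cook's distance, chosen after seeing the data, gave 168 (72 higher, 96 lower). Of the 442 genes, DESeq2 also called 161.

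As many genes as the labels gave were called in 19 of the 35 divisions of the libraries into 4 and 4 with edgeR, and in 23 of 35 with DESeq2. In simulated counts of 26646 genes, edgeR called 515 and DESeq2 168 of the genes that had not been changed, by the same thresholds. The count with an adjusted p under 0.05 was 0 with edgeR (2571 unadjusted). The divisions gave 0 to 3 genes. That 35 of 35 reach a count of 0 is fixed by construction and tests nothing. The count was 153 with DESeq2 and without its Cook's cutoff, of which 1 had a fold change of at least 2. Gh, Prl and Mastl, among others, received no adjusted p from DESeq2. Only 1 of 35 divisions, that by the labels, gave as many as 153 with DESeq2, and the next highest gave 81. Robust moderation gave 4, and leaving out each library 0 to 91, with 91 without mouse 7 labelled DHEA. The cause was not tested.

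Of the study's 167 genes, 164 were called by edgeR, 56 with filterByExpr, 1 with limma-trend on log2(FPKM + 1) and 24 on log2(FPKM + 0.1), and 115 to 130 with each library left out. The log2 fold change of Avpr1a kept its direction in every alternative run and ranged from 1.19 to 2.08 with each library left out. It lost an unadjusted p under 0.05 without mouse 7 labelled DHEA (1.19), mouse 5 (1.24) and mouse 16 (1.19) labelled sesame oil.

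Of the lists set in advance, 0 had an adjusted p under 0.05 with fry. The divisions gave 0 to 2 lists, and 35 of 35 reach 0 by construction, which again tests nothing. Camera with its preset correlation of 0.01 called 3 of these lists, activity-induced, steroid-induced and interferon-induced, and none of them held under fry or an estimated correlation. Of the lists added after the data were seen it called myelin (adjusted p 1.06e-13), astrocytes (2.29e-05), microglia (2.2e-04) and oligodendrocyte precursors (0.00548), with adjusted fry p from 0.112 to 0.14. The difference between the mean correlation within and between groups was 0.00078, and 0.00157 over genes with a mean count of at least 100, where it passed 0.05. The cause was not tested.

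The other results were the named genes and the single lists set in advance. Of their 554 values under an alternative, 521 kept their direction and side of the threshold, 17 became weaker, 6 stronger and 10 reversed. The reversed ones left out one library. Oxt went to 0.24 and 0.17 without mice 4 and 7 labelled DHEA (range -0.76 to 0.24), and P2ry10 to 0.37 without mouse 5 (range -2.86 to 0.37). List medians went to 0.030 for the anterior pituitary without mouse 10 (range -1.77 to 0.030), 0.17 for the neocortex without mouse 16 (-0.22 to 0.17), -0.14, -0.081 and -0.17 for red blood cells without mice 3, 4 and 5 (-0.17 to 0.38), and -0.0025 and -0.028 for leukocytes without mice 5 and 16 (-0.028 to 0.34). Lists added after the data were seen are not in this tally. With each library left out in turn, the median for neurons ran from -0.041 to 0.0045. That for endothelium ran from -0.031 to 0.078, so both changed sign. The fry p of myelin was at or above 0.05 in 7 of these 8 fits. Low counts limit Wnt3a, Aox2, Ccr10 and Gh to lower bounds.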

Differences from the paper's values

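The paper's text gives 167 DEGs, 95 up-regulated and 72 down-regulated. By edgeR's quasi-likelihood test 442 genes met the thresholds, 221 higher and 221 lower in the libraries labelled DHEA, and with the direction of the labels reversed the numbers were 221 up and 221 down. Of the alternatives set before the data were examined, DESeq2 gave a total of 164 within 1.5 times of the paper's, with 68 higher and 96 lower as labelled, or 96 up and 68 down with the direction reversed. The filter on at least 10 counts over the libraries gave 140 higher as labelled, within 1.5 times of the paper's 95. None of the others closed these gaps. DESeq2 without its cutoff on Cook's distance, chosen after seeing the values, gave 168 genes, 96 up and 72 down with the direction reversed, and called 167 of the study's genes.

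The paper's log2 fold changes had the sign opposite to those computed with the deposited labels, and none of the alternatives set before the data were examined gave the paper's sign. The values as labelled, and with the direction reversed, were as follows. Avpr1a was 1.46, or -1.46 reversed, against the paper's -1.47. P2ry10b was 1.05, or -1.05 reversed, against the paper's -1.06. Prl was -5.95, or 5.95 reversed, against the paper's 6.02. Pomc was -1.16, or 1.16 reversed, against the paper's 1.16. For genes at the limit of detection the log2 of the lower bound is given. For Gh it was -4.77, or 4.77 reversed, against the paper's 6.78. Wnt3a had -0.13, or 0.13 reversed, against the paper's 4.16. Aox2 had -1.0, or 1.0 reversed, against the paper's 4.31. Ccr10 had 0.20, or -0.20 reversed, against the paper's -3.50. With the direction reversed, Avpr1a, P2ry10b, Prl and Pomc did not differ beyond their error in edgeR's test, which used the same libraries. For Gh, Wnt3a, Aox2 and Ccr10 only lower bounds were compared. A lower bound allows any larger fold, so that comparison could not show a difference. DESeq2 without its Cook's cutoff gave the paper's log2 fold changes with the sign exchanged, to within 0.000171, for the 167 genes.

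In the study's table of DEGs, Aox2, Pomc and Wnt3a rose and Avpr1a, Ccr10 and P2ry10b fell with DHEA. The paper's text gives these directions for its qRT-PCR and states that the sequencing matched them. By the deposited labels the former were lower and the latter higher in the libraries labelled DHEA.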

Other observations

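The tests of the sample labels in this part were chosen after the result was seen. All 167 genes of the study's table had the opposite sign under the deposited labels (DESeq2). An exchange of some but not all of the 8 labels is argued against. In the other divisions of the libraries, at least one gene of the table lay 4.68 or more from the study's log2 fold change, whereas the division by the labels gave them to within 0.000171 with the sign exchanged. From the counts alone, an exchange of all 8 labels and a comparison taken the other way round cannot be told apart. Both give 167 opposite signs and the same counts. By other methods the paper reports lower Avpr1a after DHEA, by qRT-PCR in additional hippocampal samples, western blot and in HT22 cells. That is the direction of the study's table rather than of the deposited labels, and those experiments were not analysed here.

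Genes of the AVP and oxytocin system had these values by the labels. Avp had a log2 fold change of -1.10 (standard error 0.61), Oxt -0.16 (0.76), Oxtr -0.34 (0.12) and Avpr1b 0.39 (0.68). Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.588, 0.963, 0.394 and 0.851. With each library left out in turn, Avp ran from -1.50 (without mouse 3) to -0.58 (without mouse 5), Oxt from -0.76 (without mouse 3) to 0.24 (without mouse 4) and Avpr1b from 0.097 (without mouse 4) to 0.76 (without mouse 11). The unadjusted p of Avp was above 0.05, and fell under it without mouse 3, without mouse 16 (-1.45) and after thinning to equal totals (-1.34). That of Oxtr was under 0.05, and rose above it without mouse 5 (-0.28). Oxtr was lower in 4 of 4 libraries labelled DHEA than in any labelled sesame oil (two-sided exact permutation test, p = 0.0286).

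Genes with small and regular differences, chosen after their values were seen, were Slc39a12 (log2 fold change 0.44, standard error 0.06), Tspan2 (0.59, 0.09), Mal (0.55, 0.09) and Dbn1 (-0.34, 0.06). Their adjusted p-values were 0.0569, 0.0647, 0.0647 and 0.0647 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.39e-07, 0.000417, 0.00178 and 6.53e-06 from DESeq2. These DESeq2 values are the lowest over the alternatives run, and the highest adjusted p-values over them were 0.193, 0.378, 0.384 and 0.339.

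Tissue next to the hippocampus was tested as a source of the hormone and nasal genes. The mean log2 CPM of Gh, Prl and Pomc had a Spearman's rho of 0.0952 (exact permutation p = 0.84) and a Pearson's r of 0.451 (exact permutation p = 0.269) over the 8 libraries with the other 10 pituitary genes, and r was -0.0665 without mice 9 and 10. Of these 10 genes, only 1, Lhb, had a mean count of at least 10, so these correlations could hardly test the source. Pou1f1 had 6 counts and Tbx19 had 5 in mouse 10, labelled sesame oil, where Gh, Prl and Pomc were highest. In every other library Pou1f1 had 0 counts and Tbx19 at most 1. Pituitary tissue cannot be told apart from expression in the hippocampus, because the counts are too few. The nasal genes of the study's table (Ugt2a1, Bpifa1, Bpifb3, Aox2 and S100a5) and the other 10 nasal genes had a rho of 0.667 (exact permutation p = 0.0831) and r of 0.782 (exact permutation p = 0.0291), with r of 0.582 without mice 9 and 16. Nasal epithelium may contribute, and the libraries did not decide it. Over the 4 relations computed, the adjusted p-values were 0.84 and 0.166 for rho and 0.358 and 0.0583 for r. The summed CPM gave a rho of -0.0952 and 0.667.

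Of the leukocyte genes, Itgal, Plac8, Cytip, Samd3 and Dusp2 had positive log2 fold changes by the labels, but the groups overlapped for each of them. In mouse 11, labelled DHEA, Itgal had 206 counts against 20 to 39 in the others, Plac8 71 against 0 to 7 and Cytip 79 against 3 to 15. Samd3 had 51 counts in mouse 11 and 44 in mouse 7. Dusp2 went the other way, with 7 counts in mouse 11, its lowest among the libraries labelled DHEA. The median log2 fold change of the other 12 leukocyte genes was 0.15 (adjusted p = 0.916 from limma's fry, and p = 0.714 from the exact permutation test of the list mean). Of these 12 genes, 6 were at the limit of detection in either group. A different number of leukocytes was therefore not decided.

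Higher firing after DHEA was tested as higher mRNA of activity-induced genes. The median log2 fold change of 13 genes was -0.29 by the labels (adjusted p = 0.605 from limma's fry; exact permutation test of the list mean, p = 0.2), and 2 of 13 were higher in the libraries labelled DHEA. The median was -0.16 without mouse 3 and -0.47 without mouse 11. Adjusted over the list alone, 1 gene had an adjusted p under 0.05, and 0 over all genes tested. Steroid-induced genes had a median of 0.14 (adjusted p = 0.605 from limma's fry; exact permutation test of the list mean, p = 0.229) with 7 of 9 higher, and 1 gene adjusted over the list alone. The median was 0.072 without mouse 11 and 0.22 without mouse 7. This list, which includes Fkbp5, Sgk1, Tsc22d3 and Per1, did not separate androgens from other steroids. It therefore does not test a response to androgens as such. Neither hypothesis was decided, and the direction of both depends on the labels.

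The remaining lists had adjusted fry p-values of at least 0.605 and these median log2 fold changes by the labels. The anterior pituitary list had -0.69, the nasal epithelium list -0.73 and choroid plexus 0.45. At the limit of detection in either group were 8 of the 10 pituitary genes and 3 of the 10 nasal genes. The choroid plexus median rests on single libraries. The mean log2 CPM of this list was 2.82 in mouse 4, labelled DHEA, against 5.94 to 6.88 in the other libraries labelled DHEA, and 4.23 in mouse 9 against 5.85 to 6.24 in the others labelled sesame oil. The groups differed by 0.007 in this mean (exact permutation test, p = 1), and the median was 0.84 without mouse 4, 0.18 without mouse 9 and 0.11 without mouse 3. Thalamus had 0.12, neocortex -0.09, dorsal hippocampus -0.10, ventral hippocampus -0.14, red blood cells 0.08 and interferon-induced genes 0.26. Single libraries moved these medians too. The nasal epithelium list went to -0.16 without mouse 16 and -1.39 without mouse 3, thalamus to 0.036 without mouse 16, dorsal hippocampus to -0.032 without mouse 9, ventral hippocampus to -0.023 without mouse 11 and -0.26 without mouse 3, and interferon-induced genes to 0.13 without mouse 3. Of the lists written after the data were seen, astrocytes had 0.17 (adjusted fry p 0.112), neurons -0.01 (0.444), microglia 0.18 (0.14), endothelium 0.02 (0.444) and oligodendrocyte precursors 0.11 (0.112). With each library left out in turn, astrocytes ran from 0.11 (without mouse 4) to 0.21 (without mouse 9), neurons from -0.041 (without mouse 3) to 0.0045 (without mouse 11), microglia from 0.092 (without mouse 4) to 0.23 (without mouse 9), endothelium from -0.031 (without mouse 4) to 0.078 (without mouse 11) and oligodendrocyte precursors from 0.076 (without mouse 16) to 0.19 (without mouse 9).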
